# NFIA differentially controls adipogenic and myogenic gene program through distinct pathways to ensure brown and beige adipocyte differentiation

**DOI:** 10.1371/journal.pgen.1009044

**Published:** 2020-09-29

**Authors:** Yuta Hiraike, Hironori Waki, Kana Miyake, Takahito Wada, Misato Oguchi, Kaede Saito, Shuichi Tsutsumi, Hiroyuki Aburatani, Toshimasa Yamauchi, Takashi Kadowaki

## Abstract

The transcription factor nuclear factor I-A (NFIA) is a regulator of brown adipocyte differentiation. Here we show that the C-terminal 17 amino acid residues of NFIA (which we call pro#3 domain) are required for the transcriptional activity of NFIA. Full-length NFIA—but not deletion mutant lacking pro#3 domain—rescued impaired expression of PPARγ, the master transcriptional regulator of adipogenesis and impaired adipocyte differentiation in NFIA-knockout cells. Mechanistically, the ability of NFIA to penetrate chromatin and bind to the crucial *Pparg* enhancer is mediated through pro#3 domain. However, the deletion mutant still binds to *Myod1* enhancer to repress expression of MyoD, the master transcriptional regulator of myogenesis as well as proximally transcribed non-coding RNA called ^*DRR*^*eRNA*, via competition with KLF5 in terms of enhancer binding, leading to suppression of myogenic gene program. Therefore, the negative effect of NFIA on the myogenic gene program is, at least partly, independent of the positive effect on PPARγ expression and its downstream adipogenic gene program. These results uncover multiple ways of action of NFIA to ensure optimal regulation of brown and beige adipocyte differentiation.

## Author summary

Obesity and its complications including type 2 diabetes are growing concerns worldwide. While white adipocytes generally store energy in the form of lipid, classical brown and cold- or β-adrenergic stimulation-induced beige adipocytes dissipate chemical energy in the form of heat through uncoupling protein-1 (Ucp1). Since the re-discovery of human brown and beige adipocytes, it has been considered a promising target for the treatment of obesity. During mesenchymal development, not only activation of brown/beige adipocyte gene program but also repression of muscle gene program is required to achieve thermogenic adipocyte differentiation. Previously, we identified the transcription factor nuclear factor I-A (NFIA) as a regulator of brown adipocyte differentiation. Here we show that the C-terminal 17 amino acid residues of NFIA, which we call pro#3 domain, is required for activation of adipocyte differentiation. However, the deletion mutant which lacks this domain is still able to suppress muscle gene program by repressing the expression of *Myod1*, which encode the master transcriptional regulator of myogenesis, MyoD. We demonstrate that NFIA activates adipogenesis and also “actively” suppresses myogenesis through distinct molecular pathways to ensure brown and beige adipocyte differentiation.

## Introduction

Brown and beige adipose tissues are highly anticipated as a potential target in the treatment of obesity and its complications—including type 2 diabetes. Classical brown adipose tissue (BAT) and cold- or β-adrenergic stimulation-induced beige adipose tissue dissipate chemical energy in the form of heat through uncoupling protein-1 (Ucp1) on the mitochondrial inner membrane, while white adipose tissue (WAT) generally stores energy in the form of lipid. Beyond heat generation, the physiological functions of brown and beige fat—including endocrine function—are currently being thoroughly investigated [1].

Previously, we had identified a transcription factor NFIA (nuclear factor I-A) as a transcriptional regulator of brown fat by a genome-wide open chromatin analysis of murine brown fat and by subsequent comprehensive functional analyses [2]. NFIA binds to and activates the brown-fat-specific enhancers even before differentiation and later facilitates the binding of PPARγ (peroxisome proliferator-activated receptor γ—a master transcription factor of adipogenesis), to control the brown fat gene program. The brown fat of NFIA-KO mouse neonate showed impaired expression of the brown fat gene program and a reciprocal elevation of the muscle gene program. In human brown and beige adipose tissue, expression levels of *NFIA* and the brown-fat-specific genes including *UCP1* are positively correlated.

NFIA has at least three functions on the transcriptional regulation of brown fat [2]. First, NFIA activates adipogenesis per se, through activating the transcription of *Pparg*, which encodes PPARγ. Second, NFIA also activates the brown-fat-specific gene expression (such as *Ucp1* and *Ppargc1a*) independent of the degree of adipocyte differentiation, through facilitating the binding of PPARγ to the brown-fat-specific enhancers. Third, NFIA represses myogenesis through suppression of myogenic transcription factors such as *Myod1* as well as *Myog*, while its mechanism(s) has been less well characterized. To date, functional domains responsible for these three functions remain elusive. To address this question, here we performed a site-directed mutagenesis to construct a vector expressing various deletion mutants of NFIA, based on the previous literature about the transcriptional activity of NFIC [3,4]. By integrating cellular experiments using these deletion mutants, RNA-seq, FAIRE-seq (formaldehyde assisted isolation of regulatory elements coupled with high-throughput sequencing), ChIP-seq (chromatin immunoprecipitation coupled with high-throughput sequencing) analysis and a CRISPR dCas9-Krab mediated epigenome editing experiment, we ascertained that a C-terminal proline rich domain of NFIA, especially the C-terminal 17 amino acid residues of NFIA (aa 493–509), which we call pro#3 domain here, is crucial for inducing an adipocyte-specific *Pparg2* expression and adipogenesis. Using Cre-mediated knock out (KO) of NFIA in primary adipocytes derived from *Nfia*^flox/flox^ mice, we demonstrated that this domain is indispensable in order to rescue impaired beige adipogenesis caused by NFIA-KO. However, strikingly, this domain is dispensable for suppressing myogenesis. Both full-length NFIA and mutant NFIA that lacks pro#3 domain (Δpro#3 mutant) can suppress expression of *Myod1*, a master transcription factor of myogenesis and its downstream effector *Myog*, by binding to the enhancer of *Myod1* and its proximally located enhancer RNA, called ^*DRR*^*eRNA*, which activates the *Myog* transcription *in trans* [5]. PPARγ and MyoD, the master transcriptional regulator of adipogenesis and myogenesis, respectively, antagonize each other to ensure mutually exclusive, discrete cell fate decisions [6]. These results thus indicate that NFIA suppresses the myogenic gene program by both the PPARγ-dependent pathway mediated by the C-terminal pro#3 domain, and the PPARγ-independent pathway which does not require a pro#3 domain, to ensure adipocyte differentiation.

## Results

### The C-terminal proline rich domain is required for the transcriptional activity of NFIA

There are four isoforms of NFI in vertebrates (NFIA, B, C and X) and they are expressed in a unique but overlapping manner during development [7]. The structure of transcription factors generally consists of a DNA-binding domain (DBD) that directly recognizes specific DNA sequences and binds to them, and a transactivation domain (TAD) that is responsible for the interaction with other proteins—including transcriptional co-regulators. All isoforms of NFI, including NFIA, have highly conserved DBD in their N-terminal region, and TAD in their C-terminal region (Fig 1A). In case of human NFIC, among its TAD, the C-terminal proline rich domain is crucial for its transcriptional activity [3,4]. While we did not find substantial sequence similarity in proline rich domain between murine NFIA and human NFIC compared to other domains (overall: 63%, DBD: 91%, TAD outside of proline rich domain: 49%, proline rich domain: 49%, S1A Fig), we did find evolutionally conservation in proline rich domain of NFIA from *Homo sapiens*, *Mus musculus*, *Gallus gallus domesticus* to *Danio rerio* (*Homo sapiens* vs *Danio rerio*, overall: 85%, DBD: 95%, TAD outside of proline rich domain: 71%, proline rich domain: 92%, S1B Fig). This observation prompted us to examine the possible role of the C-terminal proline rich domain in the transcriptional activity of NFIA. We constructed a vector expressing fusion protein of yeast-derived Gal4 DBD and either full-length or mutant NFIA TAD to examine their activity to transactivate an MH100-*Tk*-luciferase reporter gene expression through GAL4 binding elements. This experiment clearly showed that Δpro mutant (which lacks the proline rich domain of NFIA that is depicted in Fig 1B) lacked the ability to activate the reporter gene expression. More specifically, while Δpro#1 and Δpro#2 mutant showed substantial activity, Δpro#3 mutant completely lacked the effect, suggesting that a crucial region for the transcriptional activity of NFIA lies within pro#3 domain (Fig 1C).

**Fig 1:**
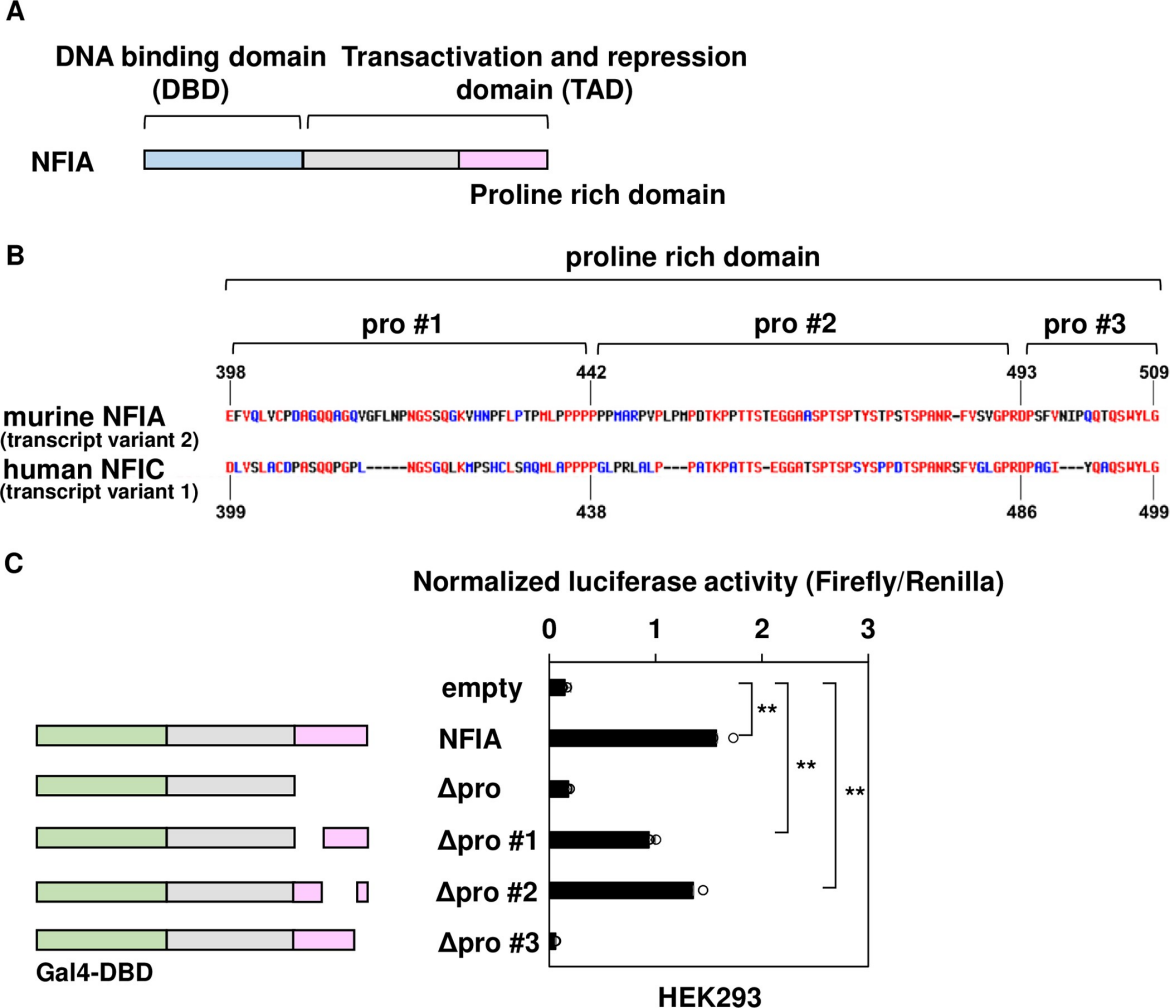
The C-terminal proline rich domain is required for the transcriptional activity of NFIA. (A) A diagram showing the domain structure of NFIA. DNA binding domain (DBD) is shown in blue, proline-rich domain is shown in pink, and transactivation domain (TAD) is shown in gray and pink combined. (B) A detailed diagram showing the C-terminal proline rich domain of murine NFIA, variant 2 as well as human NFIC, variant 1. (C) Transcriptional activities of full-length and mutant NFIA examined by luciferase reporter assay. (mean +/- S.E.M.; N = 4; ** *P* <0.01).

### The pro#3 domain of NFIA is indispensable in driving adipogenesis

To test the role of pro#3 domain for the effect of NFIA on adipocyte differentiation in physiological context, we attempted to examine whether overexpression of Δpro#3 mutant can rescue the effect of knocking out of NFIA in primary adipocytes. First, we isolated the stromal vascular fraction (SVF) from inguinal white adipose tissue of *Nfia*^flox/flox^ mice (S2A Fig) and immortalized the cells using SV40 large T antigen. Then we infected them with either empty or Cre recombinase-expressing retroviral vector, and induced adipocyte differentiation using the cocktail for thermogenic adipocytes (S2B Fig). Cre-mediated recombination was efficiently induced when judged by the PCR of genomic DNA using the primer pair that flanks the *lox P* site (S2C Fig), and expression of NFIA was almost completely ablated at both the mRNA (S2D Fig) and protein levels (S2E Fig) in Cre-expressing cells. While introduction of Cre recombinase into wild-type SVF did not affect mRNA expression of *Nfia* and *Fabp4* (S2I Fig), Cre-mediated knock out of NFIA in *Nfia*^flox/flox^ mice-derived SVF resulted in severely impaired adipocyte differentiation as evaluated by the degree of lipid accumulation as well as mRNA expression of the *Pparg* and its target *Fabp4* (S2B and S2F Fig). Accordingly, mRNA expression of *Ppara* as well as *Ppargc1a* and *Ucp1* in response to elevated cyclic AMP through forskolin (fsk) treatment was also severely reduced in Cre-expressing cells (S2G and S2H Fig). These results indicate that NFIA is required for thermogenic adipocyte differentiation in a cell-autonomous manner. Second, we performed a rescue experiment to examine whether Δpro#3 mutant can restore the impaired adipocyte differentiation observed in Cre-expressing cells (Fig 2A). While overexpressed full-length NFIA and Δpro#3 mutant were expressed at the similar levels (Fig 2B and S3A Fig), Δpro#3 mutant failed to restore the impaired adipocyte differentiation (Fig 2A and 2C) and the brown-fat-specific gene expression such as *Ppara*, *Ppargc1a* and *Ucp1* in Cre-expressing cells (Fig 2D and S3C Fig). Of note, we used *Nfia* transcript variant 2 (NM_010905.3, uc008ttu.2), which is the most abundantly expressed isoform of *Nfia* in adipocytes, for gain of function studies (S3E, S3F and S3G Fig) and changes in mRNA expression of *Nfib*, *Nfic* and *Nfix* upon knocking out of NFIA and introduction of full-length NFIA as well as the Δpro#3 mutant were modest if compared to the expression levels of *Nfia* itself (S3B Fig).

**Fig 2:**
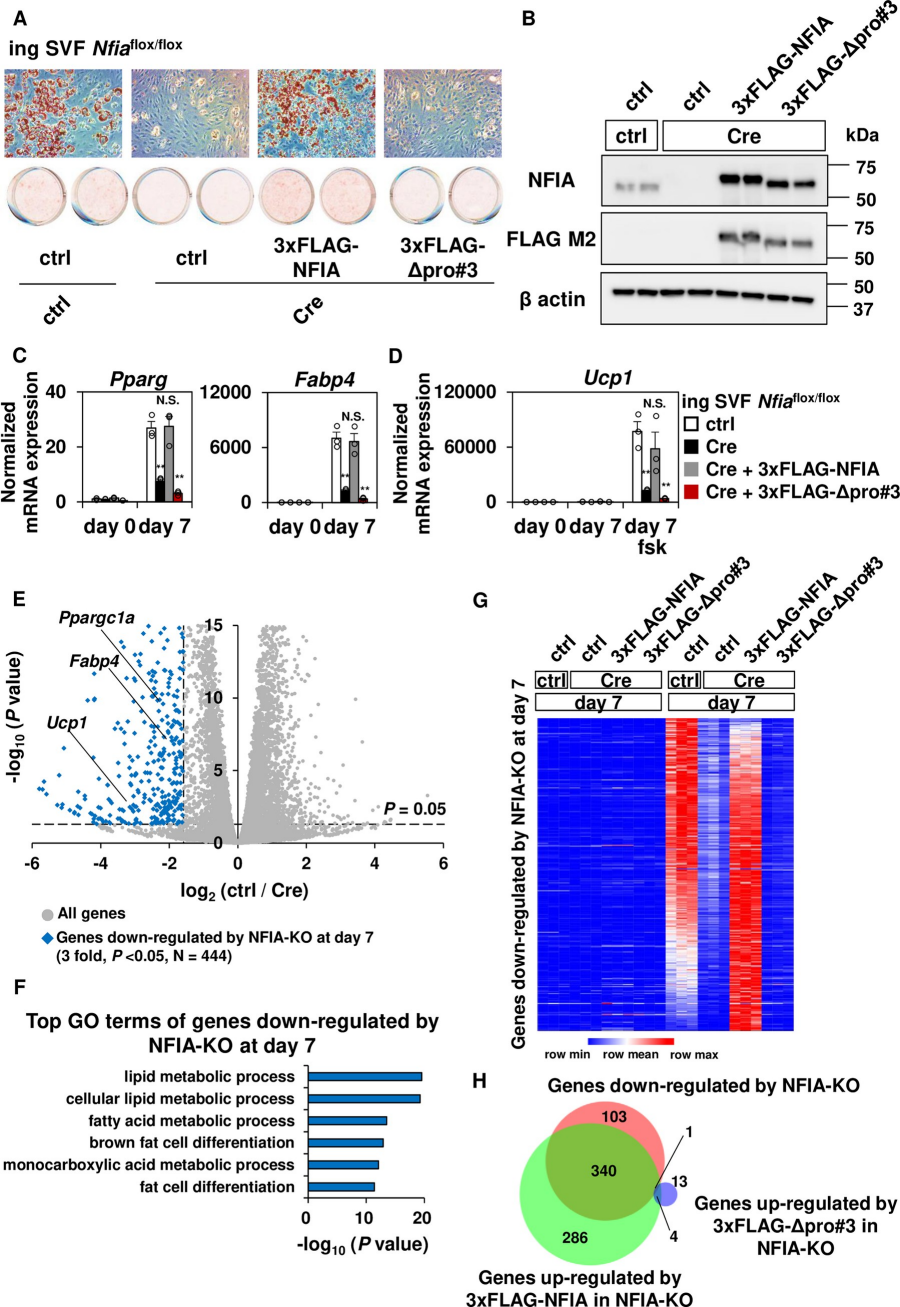
The pro#3 domain of NFIA is indispensable for driving adipogenesis. (A) Control cells, Cre-expressing cells and cells expressing cre as well as either full-length NFIA or Δpro#3 mutant were stained with Oil-Red-O seven days after inducing adipocyte differentiation. (B) Western blot analysis of endogenous NFIA as well as overexpressed, FLAG-tagged NFIA protein expression in indicated cells. β-actin was used as a loading control. (C-D), Common adipocyte genes (C) and the brown-fat-specific genes (D) were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). When indicated, forskolin (fsk) treatment was performed to increase intracellular cyclic AMP levels. (E) Volcano plot of RNA-seq analysis of ctrl cells as well as Cre-mediated NFIA-KO cells at day 7 of differentiation. Genes significantly down-regulated by NFIA-KO, determined by DeSeq2, are shown in blue (3 fold, *P* <0.05, N = 444). RNA-seq was performed in triplicate for each condition. (F) Gene ontology analysis of genes down-regulated by NFIA-KO at day 7 of differentiation. (G) Heatmap representation of genes down-regulated by NFIA-KO at day 7, before and after differentiation. Note that pseudo-count of FPKM 1 was added to all FPKM values to decrease the effect of noise of low-expressed genes. Row normalized (FPKM+1) was depicted in heat map after hierarchical clustering. RNA-seq was performed in triplicate for each condition. (H) Venn diagram showing the overlap of genes down-regulated by NFIA-KO, genes up-regulated by 3xFLAG-NFIA in NFIA-KO, and genes up-regulated by 3xFLAG-Δpro#3 mutant. Significantly up- or down-regulated genes were determined by DeSeq2 (3 fold, *P* < 0.05).

We next performed RNA-seq analysis of these four cell types (ctrl, Cre-mediated NFIA -KO, NFIA-KO + 3xFLAG-NFIA, NFIA-KO + 3xFLAG-Δpro#3) before and after differentiation. Unsupervised hierarchical clustering of gene expression after differentiation revealed seven cluster of genes, characterized by distinct gene ontology (GO) terms (cluster A to G, S4B–S4I Fig). Knocking out of NFIA resulted in down-regulation of genes in cluster F, which is characterized by GO terms related to lipid metabolism, and the down-regulation was restored by expression of full-length NFIA but not by Δpro#3 mutant (S4B and S4H Fig). Genes in cluster E, which were characterized by similar GO terms although significance of enrichment was much weaker than that of cluster F, were relatively unchanged upon NFIA KO but up-regulated by introduction of full-length NFIA (S4B and S4G Fig). On the other hand, knocking out of NFIA resulted in de-repression of genes in cluster B slightly and also genes in cluster C strongly, both characterized by GO terms like adhesion. Introduction of full-length NFIA, but not Δpro#3 mutant, restored the repression (S4B, S4D and S4E Fig).

When we independently defined genes down-regulated by NFIA-KO in differentiated adipocytes using DeSeq2 (Fig 2E, three fold, *P* < 0.05, N = 444), these genes are characterized by GO terms related to lipid metabolism and brown fat cell differentiation (Fig 2F). The heat map representation of genes down-regulated by NFIA-KO, including the four cell types before and after differentiation (Fig 2G), clearly indicated that introduction of full-length NFIA but not the Δpro#3 mutant is able to restore expression of genes that were down-regulated by NFIA-KO, and most of the genes down-regulated by NFIA-KO are induced during adipocyte differentiation. Consistently, genes down-regulated by NFIA-KO and genes up-regulated by 3xFLAG-NFIA in NFIA-KO, but not genes up-regulated by 3xFLAG-Δpro#3 significantly overlapped each other (Fig 2H). Likewise, genes up-regulated by NFIA-KO substantially overlapped only with genes down-regulated by 3xFLAG-NFIA in NFIA-KO, but not with genes down-regulated by 3xFLAG—Δpro#3 in NFIA-KO (S4A Fig). Together, these results suggest that a pro#3 domain is required for NFIA to induce thermogenic adipocyte differentiation.

### The NFIA Δpro#3 mutant retains the ability to suppress myogenesis

During mesenchymal development, not only activation of the adipocyte gene program but also repression of the muscle gene program is required to achieve adipocyte differentiation. In this context, we next introduced full-length NFIA as well as Δpro#3 mutant into C2C12 myoblast cell lines to examine whether they can repress the muscle gene program. Introduction of full-length NFIA (but not Δpro#3 mutant) resulted in lipid accumulation as evaluated by Oil-Red-O staining (Fig 3A). Then we confirmed protein expression of 3xFLAG-tagged full length NFIA as well as Δpro#3 mutant (Fig 3B). Quite notably, while Δpro#3 mutant failed to induce adipocyte differentiation (Fig 3A and 3D), this mutant still retained the ability to suppress muscle gene expression including *Myod1*, the master transcriptional regulator of myogenesis and its downstream effector *Myog* (Fig 3C). Consistently, introduction of full-length NFIA as well as the Δpro#3 mutant tended to repress *Myog* expression and significantly repressed *Myl9* expression in NFIA-KO preadipocytes, suggesting that NFIA is able to repress myogenic genes in preadipocytes and that the pro#3 domain is dispensable for this function (S3D Fig). Moreover, a mutant lacking whole TAD (ΔTAD mutant, Fig 3F) was not only failed to induce both lipid accumulation (Fig 3E) and adipocyte gene expression (Fig 3H) but also failed to repress myogenic gene expression (Fig 3G), suggesting that that activation of adipogenesis and suppression of myogenesis is mediated, at least in part, by distinct functional domains of NFIA and that the region responsible for suppressing myogenesis lies outside of the pro#3 domain.

**Fig 3:**
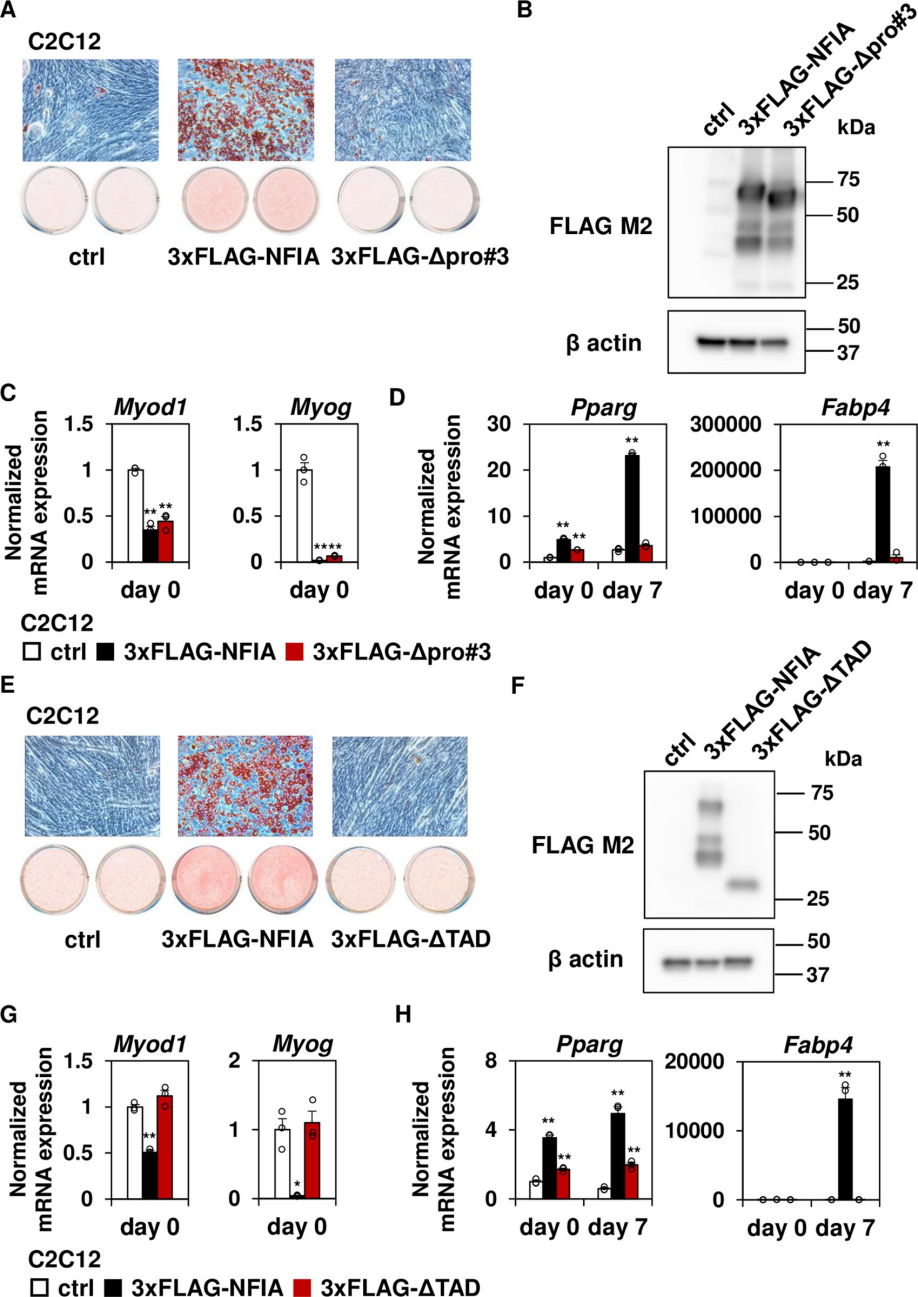
The NFIA Δpro#3 mutant, but not ΔTAD mutant suppresses myogenesis. (A) Control-, full-length NFIA- and the Δpro#3 mutant-expressing cells were stained with Oil-Red-O seven days after inducing adipocyte differentiation. (B)Western blot analysis using FLAG M2 antibody in cells expressing 3xFLAG-tagged full-length NFIA and the Δpro#3 mutant. β-actin was used as a loading control. (C-D) Myogenic genes (C) and adipocyte genes (D) were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). (E) Control-, full-length NFIA- as well as ΔTAD mutant-expressing cells were stained with Oil-Red-O seven days after inducing adipocyte differentiation. (F) Western blot analysis using FLAG M2 antibody in cells expressing 3xFLAG-tagged full-length NFIA and ΔTAD mutant. β-actin was used as a loading control. (G-H) Myogenic genes (G) and adipocyte genes (H) were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01).

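C2C12 is an established mouse myoblast line that forms muscle fibers, and the retrovirally introduced NFIA directs it towards adipocytes. Polyadenylated RNA was sequenced from control, full-length NFIA-expressing and Δpro#3 mutant-expressing cells at day 0, at day 7, and at day 7 after treatment with 10 µM forskolin for 4 h, with 3 replicates in each of the 9 groups. The authors aligned the reads to the mouse mm9 assembly, kept uniquely mapped reads, counted fragments on the matched strand of each gene and deposited FPKM (fragments per kilobase of transcript, relative to all fragments of the sample) for the genes of each of the 27 samples. The deposited FPKM were neither scaled between samples nor put on a log scale. In every sample, 100% of the values were whole multiples of the worth of 1 fragment, so the fragments per gene were worked back from them. The number of fragments per sample ranged from 9567769 to 27230965, with a median of 17707223. At day 0, it ranged from 23722429 to 27230965 in control cells (median 26098026), from 11323688 to 25630237 in full-length NFIA-expressing cells (median 25233845) and from 21909547 to 25924037 in Δpro#3 mutant-expressing cells (median 24588779). At day 7, it ranged from 11723458 to 16829083 (median 15233387), from 9567769 to 20598872 (median 11422419) and from 11310146 to 21941908 (median 17707223) in the same order of cells. After forskolin treatment, it ranged from 12714515 to 21969037 (median 18578993), from 14675435 to 17496304 (median 15212402) and from 14794446 to 25399502 (median 16835839) in that order. Replicates differed by more than counting noise. For the 27 pairs of replicates within a group, the chi-squared value per gene, which is close to 1 when counting noise is the only difference, was between 1.55 and 15.0 with a median of 5.04.

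Expression was compared between groups with limma on log2(FPKM + 1), where the pseudocount of 1 is the paper's. Each time point was fitted with its 9 samples, over the genes with a mean FPKM of 0.5 or more in them. A gene was called changed when its adjusted p-value (limma with Benjamini-Hochberg adjustment) was under 0.05 and its FPKM + 1 changed more than 3-fold, the fold threshold of the paper's heat maps. Fold changes are on this scale, which understates the change of genes with low FPKM. The groups share the replicate numbers 1 to 3, so it was checked whether samples with the same number deviated together from their group means. Across genes, the correlation of these deviations was 0.00819 between samples with the same number and -0.00386 between samples with different numbers at day 0. The 2 correlations were -0.0495 and 0.0247 at day 7 and 0.0146 and -0.00723 after forskolin treatment. Samples with the same number were therefore not treated as pairs. Fits with the replicate number as a block are given beside the counts of called genes at day 0 and day 7 and beside some of the tests. None is given for the differences of an effect between day 0 and day 7.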

To gain further insight on genome-wide changes in gene expression mediated by introduction of full-length NFIA as well as Δpro#3 mutant into C2C12 cells, we performed RNA-seq analysis of control, full-length NFIA- and Δpro#3-expressing cells before and after differentiation. While NFIA is known to heterodimerize with NFIB, C and X [7], changes in the expression patterns of *Nfib*, *Nfic* and *Nfix* upon introduction of full-length NFIA as well as the Δpro#3 mutant are modest if compared to the expression levels of retrovirally introduced NFIA (S5A Fig), suggesting that the contribution of the heterodimerization is limited, at least in this experiment. 

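The introduced gene was read in every group as a check on the labels. At day 7, Nfia (chromosome 4 from 97439425 to 97868605, mouse build NCBIM37) had 0.143 ± 0.0948 FPKM (SD, n = 3) in control cells, 482 ± 40.1 FPKM (SD, n = 3) in full-length NFIA-expressing cells and 413 ± 58.9 FPKM (SD, n = 3) in Δpro#3 mutant-expressing cells. At day 0, the corresponding values were 2.80 ± 3.96 FPKM, 242 ± 14.2 FPKM and 406 ± 14.6 FPKM (SD, n = 3 each). The spread in control cells at day 0 came from replicate 2, with 7.35 FPKM against 0.879 and 0.175 FPKM in the others. The authors' FPKM divide the fragments of Nfia by a length of 9643 nt, and fragments of the introduced and the endogenous gene were counted together.

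Nfib (chromosome 4 from 81936077 to 82351654) had 4.62 ± 0.253 FPKM in control, 6.40 ± 0.0936 FPKM in full-length NFIA-expressing and 3.25 ± 0.165 FPKM in Δpro#3 mutant-expressing cells at day 7 (SD, n = 3 each). Nfic (chromosome 10 from 80858931 to 80893750) had 60.6 ± 1.29, 47.2 ± 4.49 and 36.8 ± 3.93 FPKM in the same groups (SD, n = 3 each). Nfix (chromosome 8 from 87223775 to 87324243) had 17.9 ± 0.628, 53.4 ± 2.29 and 17.8 ± 1.93 FPKM (SD, n = 3 each). Full-length NFIA changed them on the log2 scale by 0.40 for Nfib (standard error 0.064, limma adjusted p = 0.000243), by -0.36 for Nfic (standard error 0.084, limma adjusted p = 0.00296) and by 1.52 for Nfix (standard error 0.075, limma adjusted p = 3.78e-08). The changes with the Δpro#3 mutant were -0.40 for Nfib (limma adjusted p = 0.000582), -0.71 for Nfic (limma adjusted p = 0.000102) and -0.013 for Nfix (limma adjusted p = 0.907). On the FPKM as deposited, none of these changes passed the 3-fold threshold. Scaling each sample by its median ratio to the other samples took the change of Nfix with full-length NFIA past it, to 1.62 (limma adjusted p = 3.22e-08). It turned that of Nfix with the Δpro#3 mutant to 0.045 (limma adjusted p = 0.665), and a pseudocount of 0.1 gave -0.50 for Nfib with the Δpro#3 mutant in place of -0.40. With the replicate number as a block, the limma adjusted p-values were 0.00108, 0.00857 and 5.31e-07 for full-length NFIA and 0.00244, 0.000696 and 0.902 for the Δpro#3 mutant, in the same order of genes, at fold changes that a block in a balanced design leaves as they are. After forskolin treatment, Nfix had 18.9 ± 1.17 FPKM and Nfic 20.1 ± 1.71 FPKM (SD, n = 3 each) in full-length NFIA-expressing cells. The response of both genes to forskolin was lower in these cells than in control cells, by -1.22 for Nfix (standard error 0.10, limma adjusted p = 4.69e-07) and by -0.94 for Nfic (standard error 0.14, limma adjusted p = 7.66e-05) on the log2 scale.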

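At day 0, 12105 genes had a mean FPKM of 0.5 or more and were tested. Of these, 298 were called higher and 336 lower in full-length NFIA-expressing cells than in control cells. In Δpro#3 mutant-expressing cells, 104 genes were called higher and 160 lower than in control cells. Between the 2 kinds of NFIA-expressing cells, 112 genes were called higher and 136 lower with the Δpro#3 mutant. Without the 3-fold threshold, 8873, 7527 and 7909 genes had a limma adjusted p-value under 0.05 in these 3 comparisons. The fits with the replicate number as a block gave 298 and 336, 104 and 160, and 112 and 136 genes, the same numbers as without it. The alternative that moved these counts most was limma-voom on the fragments, with 334 genes higher in Δpro#3 mutant-expressing cells than in control cells.

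Of the genes called with a mean FPKM of 1 or more and no overlap between the samples of both groups, those with the largest rise in full-length NFIA-expressing cells were Sfrp2, Eln and Fmod. Sfrp2 (chromosome 3 from 83570243 to 83578238) rose from 7.07 ± 2.07 to 1484 ± 20.9 FPKM (SD, n = 3 each), a log2 fold change of 7.55 (standard error 0.13, limma adjusted p = 4.27e-12). Eln rose from 0.485 ± 0.794 to 194 ± 4.76 FPKM and Fmod from 0.345 ± 0.323 to 139 ± 7.82 FPKM (SD, n = 3 each). The genes with the largest fall were Mylpf, Acta1 and Actc1, which encode proteins of the sarcomere. Mylpf (chromosome 7 from 134355122 to 134357812) went from 339.9 ± 27.5 to 1.80 ± 0.162 FPKM (SD, n = 3 each), a log2 fold change of -6.93 (standard error 0.089, limma adjusted p = 5.28e-13). Acta1 went from 245 ± 7.86 to 1.54 ± 0.190 FPKM and Actc1 from 167.2 ± 5.65 to 0.839 ± 0.246 FPKM (SD, n = 3 each). In Δpro#3 mutant-expressing cells, the largest rises against control cells were those of Nfia itself, of Clec3b, with a log2 fold change of 5.02 (standard error 0.26, limma adjusted p = 3.66e-08), and of Sfrp2, with 4.64 (standard error 0.13, limma adjusted p = 3.90e-10). The largest falls were those of Pdlim3, Igfbp2 and Lrrn1, with log2 fold changes of -4.57, -4.51 and -4.38 and standard errors of 0.12, 0.055 and 0.045.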

Unsupervised hierarchical clustering of differentially expressed genes before differentiation showed six distinct gene expression patterns, namely cluster A to F (Fig 4A). The heat map representation of clustering analysis clearly showed that Δpro#3 mutant cannot adequately activate genes up-regulated by full-length NFIA (cluster A, N = 322 and cluster B, N = 85), while Δpro#3 mutant can still repress genes down-regulated by full-length NFIA (cluster D, N = 115 and cluster E, N = 267) in a genome-wide manner. 

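For the heat map's selection, the highest and lowest group mean of FPKM + 1 were compared for each gene, and 736 genes differed more than 3-fold at day 0. All 736 had a limma adjusted p-value under 0.05 in at least 1 comparison of groups. Their row-normalized values over the 9 samples were clustered hierarchically (1 minus Pearson correlation as the distance and complete linkage, which the paper's text does not name) into 6 clusters. The letters of the 6 patterns of Fig. 4A were given to the clusters 1 to 1, by the smallest total distance between mean profiles and patterns. Cluster A held 139 genes, cluster B 155, cluster D 325, cluster E 9 and cluster F 69. In cluster A, the median log2 fold change against control cells was 2.19 with full-length NFIA and 0.29 with the Δpro#3 mutant, and in cluster B it was 2.20 and 1.19. In cluster D, the medians were -2.19 and -1.51, and in cluster E they were -0.43 and -1.68. By themselves, the mean profiles of clusters B, C, D and F were nearest to the patterns of clusters A, B, E and C. Putting each gene with the nearest pattern in place of clustering gave 257 genes for cluster E and 74 for cluster D.

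How much of the effect of full-length NFIA the Δpro#3 mutant kept was measured, for each gene that full-length NFIA changed, as the ratio of the log2 fold change against control cells with the mutant to that with full-length NFIA. Over the 298 genes that full-length NFIA raised, the median ratio was 0.384 ± 0.00385 (SD over the 3 Δpro#3 mutant replicates). Over the 336 genes that it lowered, the median ratio was 0.614 ± 0.00132 (SD over the 3 Δpro#3 mutant replicates). The ratio of the lowered genes was above that of the raised genes in 3 of the 3 replicates. The SD holds the control and full-length NFIA values fixed and so leaves out their spread. A replicate block left the 2 medians at 0.384 and 0.614. Of the raised genes, 262 also rose with the Δpro#3 mutant (limma adjusted p-value under 0.05), 6 fell, and 63 passed the 3-fold threshold. Of the lowered genes, 316 also fell with the Δpro#3 mutant, 10 rose, and 141 passed the 3-fold threshold. The change was smaller with the mutant than with full-length NFIA for 276 of the raised and 305 of the lowered genes (limma adjusted p-value under 0.05 between the 2). The difference between raised and lowered genes was smallest with a pseudocount of 0.1, which gave medians of 0.476 and 0.518. From the heat map, the paper concludes that the Δpro#3 mutant lost much of the activation and kept the repression of the genes that full-length NFIA controls.

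**Figure D1:**
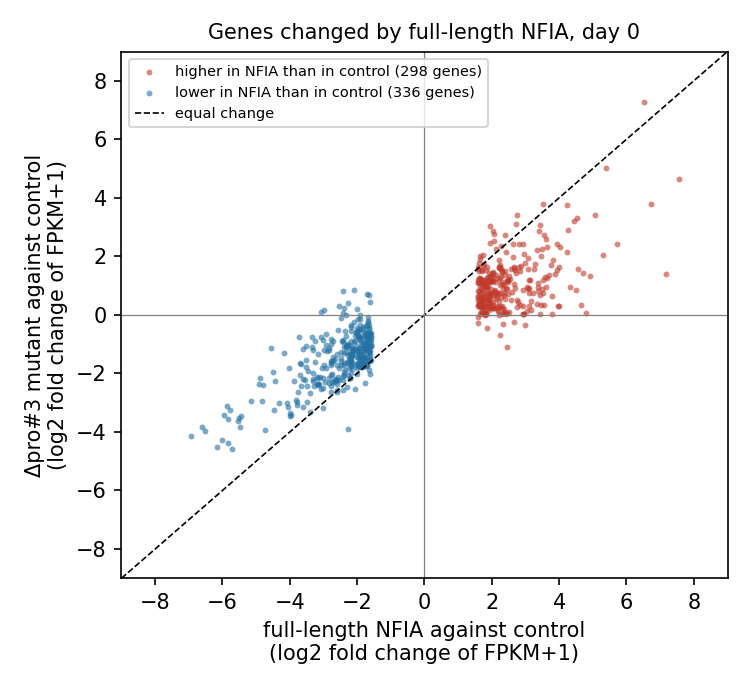
Log2 fold change of FPKM + 1 at day 0 of each gene called in full-length NFIA-expressing against control cells, with full-length NFIA on the x axis and the Δpro#3 mutant on the y axis, where each point is 1 gene and the dashed line marks an equal change. The 298 genes raised by full-length NFIA lie nearer to 0 on the y axis (median ratio 0.384) than the 336 genes that it lowered (median ratio 0.614).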

Gene ontology (GO) analysis of each gene cluster (Fig 4B–4G) demonstrated that genes in cluster E were entirely characterized by GO terms related to muscle development and function (Fig 4F), strongly suggesting that majority of the genes down-regulated by both full-length NFIA and Δpro#3 mutant are related to myogenesis. 

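In place of GO terms, a list of 72 genes of the contractile apparatus and of muscle regulation was written by hand before the data were examined, and 57 of them had a mean FPKM of 0.5 or more at day 0. With full-length NFIA, 55 of the 57 were lower than in control cells, with a median log2 fold change of -3.06 (limma camera with Benjamini-Hochberg adjustment over 5 lists and 3 comparisons, adjusted p = 0.000271). With the Δpro#3 mutant, 56 of the 57 were lower than in control cells, with a median of -2.16 (limma camera adjusted p = 0.000271). Against full-length NFIA, 54 of the 57 were higher with the Δpro#3 mutant, with a median difference of 0.90 (limma camera adjusted p = 0.000634). With a replicate block, the medians were the same and the limma camera adjusted p-values were 0.00288, 0.00288 and 0.00452. A pseudocount of 0.1 moved the medians most, to -4.73 with full-length NFIA and -3.09 with the Δpro#3 mutant.

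The list was also set against the 141 genes called lower with both full-length NFIA and the Δpro#3 mutant. Of these, 37 were in the muscle list, where 0.664 were expected from the 12105 genes tested (Fisher's exact test, 2-sided, adjusted p = 1.70e-58). None of the 141 was in the lists of adipocyte, chemotaxis, interferon or cell cycle genes, which had 0.361, 0.303, 0.338 and 0.408 expected. Of the 63 genes called higher with both, 4 were in the adipocyte list, where 0.161 were expected (Fisher's exact test, 2-sided, adjusted p = 9.43e-05). Over the 31 genes of that list tested at day 0, the median log2 fold change was 0.37 with full-length NFIA and 0.57 with the Δpro#3 mutant (limma camera adjusted p = 0.158 and 0.0867).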

Although genes in cluster B were not necessarily enriched by GO terms related to adipocyte differentiation, this gene cluster included transcription factors reported to be crucial for adipogenesis including *Pparg*, *Cebpa* and *Zfp423*. Indeed, expression of *Pparg* and its target *Fabp4* were strongly induced by full-length NFIA during adipocyte differentiation (Fig 4H), and this was also the case for the brown-fat-specific genes including *Cidea*, *Ppargc1a* and *Ucp1* especially after forskolin (fsk) treatment to increase intracellular cyclic AMP levels (Fig 4I and S5B Fig). 

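At day 0, Pparg (chromosome 6 from 115311239 to 115440419) had 2.26 ± 0.169 FPKM in control cells, 14.2 ± 1.63 FPKM in full-length NFIA-expressing cells and 8.86 ± 0.217 FPKM in Δpro#3 mutant-expressing cells (SD, n = 3 each). The log2 fold change of Pparg against control cells was 2.22 with full-length NFIA (standard error 0.070, limma adjusted p = 3.32e-10) and 1.60 with the Δpro#3 mutant (standard error 0.070, limma adjusted p = 1.09e-08). Cebpa (chromosome 7 from 35904312 to 35906945) had 6.70 ± 0.548, 38.98 ± 4.35 and 15.97 ± 1.28 FPKM in the same groups (SD, n = 3 each), with log2 fold changes of 2.37 (standard error 0.084, limma adjusted p = 7.93e-10) and 1.14 (standard error 0.084, limma adjusted p = 6.80e-07). Zfp423 (chromosome 8 from 90185709 to 90483494) had 0.1997 ± 0.0118, 3.62 ± 0.136 and 0.895 ± 0.0870 FPKM (SD, n = 3 each), from 77, 1135 and 324 fragments over the 3 replicates of each group. Its log2 fold changes were 1.94 (standard error 0.057, limma adjusted p = 1.84e-10) and 0.66 (standard error 0.057, limma adjusted p = 2.46e-06), and with a pseudocount of 0.1 they were 3.63 and 1.73. Between the Δpro#3 mutant and full-length NFIA, the log2 fold change was -0.62 for Pparg (limma adjusted p = 1.87e-05), -1.23 for Cebpa (limma adjusted p = 3.16e-07) and -1.29 for Zfp423 (limma adjusted p = 1.10e-08). The fit with a replicate block gave limma adjusted p-values of 9.50e-05, 1.27e-06 and 3.78e-07 for these 3 differences. In the clustering of the 736 genes, all 3 genes fell in cluster B, and by the nearest pattern Pparg was in cluster B and the other 2 in cluster A.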

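At day 7, Pparg had 5.95 ± 0.687 FPKM in control cells, 39.5 ± 1.504 FPKM in full-length NFIA-expressing cells and 8.12 ± 0.388 FPKM in Δpro#3 mutant-expressing cells (SD, n = 3 each). Its log2 fold change against control cells was 2.55 with full-length NFIA (standard error 0.075, limma adjusted p = 1.18e-09) and 0.39 with the Δpro#3 mutant (standard error 0.075, limma adjusted p = 0.00182). Fabp4 (chromosome 3 from 10204347 to 10208576) had 151 ± 9.62, 11386 ± 697 and 688 ± 631 FPKM in the same groups (SD, n = 3 each). Against control cells, the log2 fold change of Fabp4 was 6.23 with full-length NFIA (standard error 0.46, limma adjusted p = 7.34e-07) and 1.80 with the Δpro#3 mutant (standard error 0.46, limma adjusted p = 0.00879). The spread in Δpro#3 mutant-expressing cells came from replicate 1, with 1415 FPKM against 294 and 354 FPKM, and without it the log2 fold change was 1.09. Replicate 1 of these cells was also the highest at day 0, with 7.37 FPKM against 0.478 and 4.53 FPKM. The same held after forskolin treatment, with 386 FPKM against 103 and 137 FPKM. After forskolin treatment, Fabp4 had 10616 ± 341 FPKM (SD, n = 3) with full-length NFIA and 209 ± 154 FPKM (SD, n = 3) with the Δpro#3 mutant, and the log2 fold change of the latter against control cells was 0.62 (limma adjusted p = 0.191).

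Cidea (chromosome 18 from 67503218 to 67527448) had 0.175 ± 0.0438 FPKM in control cells, 27.2 ± 3.46 FPKM in full-length NFIA-expressing cells and 0.0637 ± 0.0789 FPKM in Δpro#3 mutant-expressing cells at day 7 (SD, n = 3 each). The last of these values rests on 3 fragments over 3 replicates. After forskolin treatment, Cidea had 24.9 ± 2.39 FPKM (SD, n = 3) with full-length NFIA. At day 7, the log2 fold change of Cidea against control cells was 4.58 with full-length NFIA (standard error 0.098, limma adjusted p = 1.83e-10) and -0.15 with the Δpro#3 mutant (limma adjusted p = 0.247). A pseudocount of 0.1 made this fall -0.85 (limma adjusted p = 0.0420).

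Ppargc1a (chromosome 5 from 51845488 to 51958964) had 1.08 ± 0.158, 4.23 ± 0.0711 and 1.03 ± 0.0908 FPKM at day 7 and 2.03 ± 0.235, 13.998 ± 1.79 and 1.196 ± 0.284 FPKM after forskolin treatment in control, full-length NFIA-expressing and Δpro#3 mutant-expressing cells (SD, n = 3 each). The response of Ppargc1a to forskolin was higher with full-length NFIA than in control cells, by 0.97 on the log2 scale (standard error 0.14, limma adjusted p = 8.98e-05), and lower with the Δpro#3 mutant than with full-length NFIA, by -1.40 (standard error 0.14, limma adjusted p = 4.24e-06). Ucp1 (chromosome 8 from 85814247 to 85822355) was detected at day 7 only after forskolin treatment. It then had 1.08 ± 0.116 FPKM (SD, n = 3) from 85 fragments with full-length NFIA and 0.347 ± 0.137 FPKM (SD, n = 3) from 30 fragments with the Δpro#3 mutant, with no fragment in control cells. For either construct against control cells, the exact permutation test gave p = 0.1 (2-sided, n = 3 against 3), the smallest p that this design allows. Within a group, replicates of the same number at day 7 and after forskolin treatment deviated with a correlation across genes of -0.0466 in control, 0.0297 in full-length NFIA-expressing and 0.270 in Δpro#3 mutant-expressing cells. A block by replicate number is shared by all kinds of cells, so it does not model a correlation within 1 kind only. With the replicate number as a block, the limma adjusted p-values of the 2 differences in the forskolin response of Ppargc1a were 0.000243 and 1.98e-05, and that of Pparg at day 7 was 7.39e-08 with full-length NFIA.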

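Myog (chromosome 1 from 136186581 to 136189124) encodes myogenin, and Myl4 (chromosome 11 from 104411977 to 104457067) and Myh8 (chromosome 11 from 67090626 to 67122136) encode myosin chains. At day 0, Myog had 162 ± 6.04 FPKM in control cells, 1.96 ± 0.191 FPKM in full-length NFIA-expressing cells and 16.3 ± 1.38 FPKM in Δpro#3 mutant-expressing cells (SD, n = 3 each). Its log2 fold change against control cells at day 0 was -5.78 with full-length NFIA (standard error 0.062, limma adjusted p = 1.55e-13) and -3.24 with the Δpro#3 mutant (standard error 0.062, limma adjusted p = 3.65e-11). At day 7, Myog had 1275 ± 89.98, 199.6 ± 44.6 and 489 ± 124 FPKM in the same groups (SD, n = 3 each), with log2 fold changes of -2.69 (standard error 0.19, limma adjusted p = 6.46e-07) and -1.41 (standard error 0.19, limma adjusted p = 0.000259). Myl4 had 32.9 ± 3.04, 1.45 ± 0.283 and 3.02 ± 0.478 FPKM at day 0 and 1424 ± 120.3, 115 ± 19.5 and 969 ± 64.7 FPKM at day 7 (SD, n = 3 each). Its log2 fold changes with full-length NFIA were -3.79 at day 0 and -3.63 at day 7 (limma adjusted p = 1.25e-10 and 1.51e-09). Those with the Δpro#3 mutant were -3.08 at day 0 and -0.55 at day 7 (limma adjusted p = 1.63e-09 and 0.00261). Myh8 had 1.003 ± 0.103 FPKM in control, 0.0293 ± 0.0154 FPKM in full-length NFIA-expressing and 0.216 ± 0.0569 FPKM in Δpro#3 mutant-expressing cells at day 0 (SD, n = 3 each), below the minimum for testing. At day 7, it had 359.6 ± 27.9, 24.1 ± 5.03 and 251 ± 26.3 FPKM (SD, n = 3 each), with log2 fold changes of -3.86 (standard error 0.13, limma adjusted p = 2.28e-09) and -0.52 (standard error 0.13, limma adjusted p = 0.00750). After forskolin treatment, the log2 fold changes with full-length NFIA were -2.84 for Myog, -3.93 for Myl4 and -3.98 for Myh8. With the Δpro#3 mutant, they were -1.07, -0.74 and -0.77, with limma adjusted p-values of 1.57e-05, 0.000160 and 0.00183. With a replicate block, the limma adjusted p-values for the Δpro#3 mutant at day 7 were 0.00128 for Myog, 0.00711 for Myl4 and 0.00810 for Myh8.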

On the other hand, myogenic genes such as *Myog* and its target *Myl4* and *Myh8* were strongly suppressed by full-length NFIA throughout the differentiation; they were also suppressed by Δpro#3 mutant although to a lesser extent (Fig 4J and S5C Fig). Interestingly, genes in cluster C that are characterized by GO terms like leukocyte chemotaxis, were up-regulated only by Δpro#3 mutant (Fig 4D), suggesting that pro#3 domain is required for down-regulation of these immune-related genes.

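In the clustering of the 736 genes, cluster C held 39 genes, Nfia among them, with a median log2 fold change against control cells of 1.62 with full-length NFIA and 2.04 with the Δpro#3 mutant. The 54 genes nearest to the pattern of cluster C in Fig. 4A had medians of 0.54 and 1.94. Cluster F, whose mean profile is by itself nearest to that pattern, had medians of -1.11 and 0.86. Of the 104 genes called higher with the Δpro#3 mutant than in control cells at day 0, 41 were not called with full-length NFIA. Of these 41, 34 also rose with full-length NFIA at a limma adjusted p-value under 0.05, 4 fell and 3 had no change at that threshold. When the Δpro#3 mutant was compared with full-length NFIA directly, 12 of the 41 passed the 3-fold threshold. A list of 46 chemokines, chemokine receptors and other genes of leukocyte chemotaxis, written before the data were examined, had 26 members with a mean FPKM of 0.5 or more at day 0. With the Δpro#3 mutant, 14 of the 26 were higher than in control cells, with a median log2 fold change of 0.18 (limma camera adjusted p = 0.842). With full-length NFIA, 15 of the 26 were lower, with a median of -0.075 (limma camera adjusted p = 0.842). Against full-length NFIA, 17 of the 26 were higher with the Δpro#3 mutant, with a median difference of 0.43 (limma camera adjusted p = 0.378). With a replicate block, the limma camera adjusted p-values were 0.918, 0.916 and 0.533. Of the 26 genes, 4 were called higher and 1 lower with the Δpro#3 mutant, and 1 was called higher and 5 lower with full-length NFIA.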

**Fig 4:**
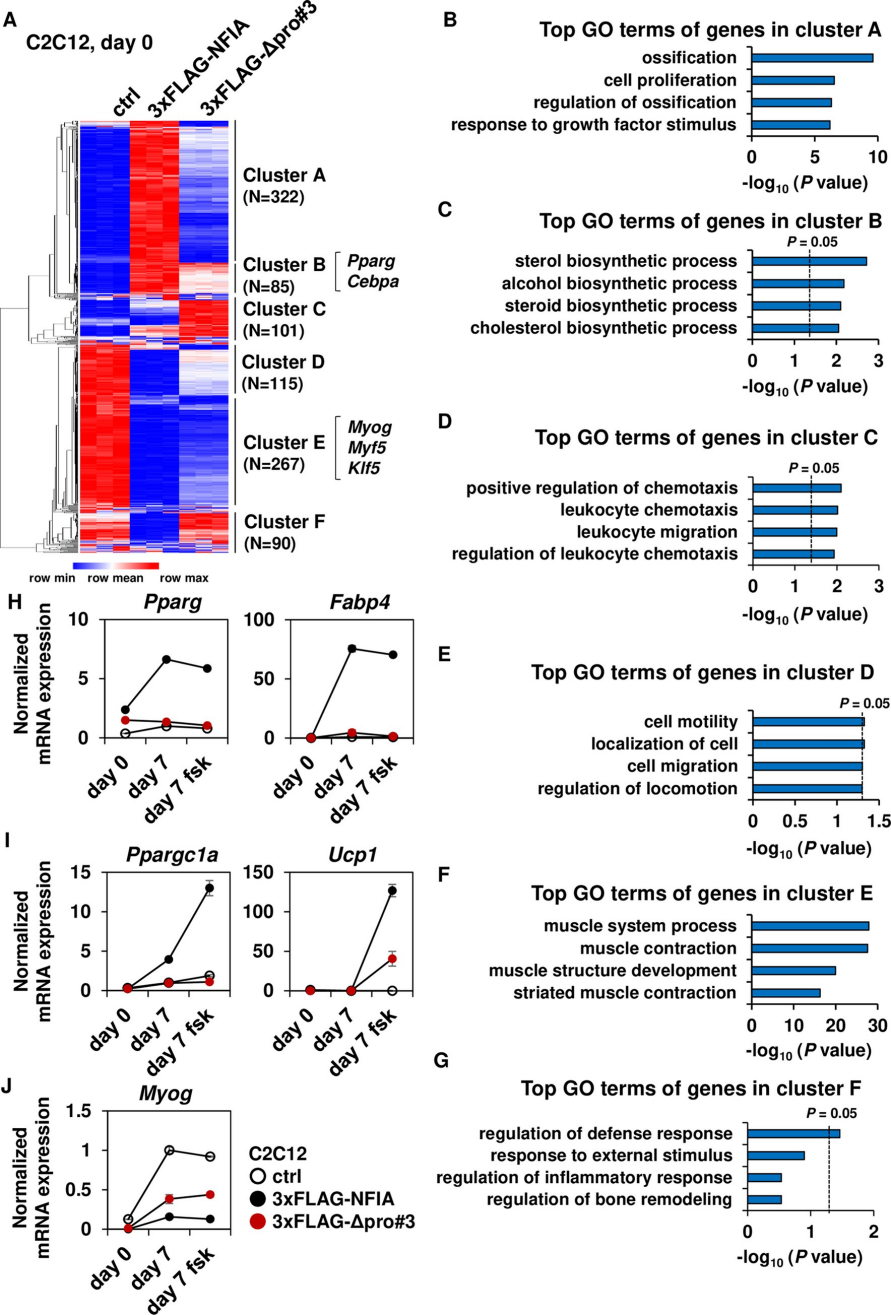
The NFIA Δpro#3 has the ability to suppress muscle gene program even when examined in a genome-wide manner. (A) A heat map representation of genes with greater than three fold changes in expression (N = 980). Note that pseudo-count of FPKM 1 was added to all FPKM values to decrease the effect of noise of low-expressed genes. Row normalized (FPKM+1) was depicted in heat map after hierarchical clustering. RNA-seq was performed in triplicate for each condition. (B-G), Top GO terms of genes in cluster A-D, as defined in (A). (H-J), Normalized mRNA expression during adipocyte differentiation of common adipocyte (H), brown-fat-specific genes (I) and muscle specific genes (J) (mean +/- S.E.M.; N = 3). When indicated, forskolin (fsk) treatment was performed to increase intracellular cyclic AMP levels.

We also performed hierarchical clustering of gene expression in cells after differentiation (S6 Fig) and this analysis showed that genes up-regulated by full-length NFIA but not by Δpro#3 mutant were characterized by GO terms like lipid metabolism and fat cell differentiation (cluster A, S6A and S6B Fig), and genes down-regulated by both full-length NFIA and Δpro#3 mutant were related to GO terms like muscle cell differentiation (cluster E, S6A and S6F Fig). 

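At day 7, 1172 genes differed more than 3-fold in FPKM + 1 between the highest and the lowest group mean. Of the 12324 genes tested, 600 were called higher and 407 lower with full-length NFIA than in control cells, and 115 were called higher and 62 lower with the Δpro#3 mutant. Against full-length NFIA, 320 genes were called higher and 456 lower with the Δpro#3 mutant. A replicate block left the counts at 600 and 407, 115 and 62, and 320 and 456 genes. Over the 600 raised genes, the median ratio of the log2 fold change with the Δpro#3 mutant to that with full-length NFIA was 0.1797 ± 0.0679 (SD over the 3 Δpro#3 mutant replicates). Over the 407 lowered genes it was 0.234 ± 0.0222, and it was above that of the raised genes in 2 of the 3 replicates. Of the raised genes, 370 also rose and 23 fell with the Δpro#3 mutant (limma adjusted p-value under 0.05), and 68 passed the 3-fold threshold. Of the lowered genes, 252 also fell and 40 rose with the Δpro#3 mutant, and 49 passed the 3-fold threshold. The genes that were lowest with the Δpro#3 mutant against full-length NFIA were Rbp4, Cyp2e1 and Slurp1, with log2 fold changes of -8.37, -8.20 and -7.15. Rbp4 had 386 ± 28.4 FPKM (SD, n = 3) with full-length NFIA and 0.1696 ± 0.0902 FPKM (SD, n = 3) with the Δpro#3 mutant. The genes that were highest with the Δpro#3 mutant against full-length NFIA were Myf6, Ckmt2 and Smpx, with log2 fold changes of 4.58, 4.57 and 4.51. Ckmt2 had 35.5 ± 5.43 FPKM in control cells, 3.996 ± 0.845 FPKM with full-length NFIA and 117 ± 4.31 FPKM with the Δpro#3 mutant (SD, n = 3 each).

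Of a list of 54 genes of lipid metabolism and adipocytes written before the data were examined, 47 were tested at day 7. With full-length NFIA, 42 of the 47 were higher than in control cells, with a median log2 fold change of 3.01 (limma camera adjusted p = 0.386). With the Δpro#3 mutant, 40 of the 47 were higher, with a median of 0.55 (limma camera adjusted p = 0.6399). Of the 68 genes called higher with both, 9 were in this list, where 0.259 were expected (Fisher's exact test, 2-sided, adjusted p = 3.16e-11). Fisher's exact test takes genes as independent, whereas camera estimated a correlation of 0.538 between the genes of this list. Of the 63 called higher with both after forskolin treatment, 1 was in it, where 0.234 were expected (Fisher's exact test, 2-sided, adjusted p = 0.523). Of the muscle list, 71 genes were tested at day 7. With full-length NFIA, 71 of the 71 were lower than in control cells, with a median log2 fold change of -2.58 (limma camera adjusted p = 0.386). With the Δpro#3 mutant, 43 of the 71 were lower, with a median of -0.17 (limma camera adjusted p = 0.963), and 2 were called lower. Against full-length NFIA, 71 of the 71 were higher with the Δpro#3 mutant, with a median difference of 2.32. Of the 49 genes called lower with both, 2 were in the muscle list, where 0.282 were expected (Fisher's exact test, 2-sided, adjusted p = 0.0808). After forskolin treatment, 5 of the 56 genes called lower with both were in it, where 0.328 were expected (Fisher's exact test, 2-sided, adjusted p = 0.000181). The chemotaxis list at day 7 had 3 of the 68 genes called higher with both, where 0.154 were expected (Fisher's exact test, 2-sided, adjusted p = 0.00159). It had 3 of the 49 called lower with both, where 0.111 were expected (Fisher's exact test, 2-sided, adjusted p = 0.000902). With a replicate block, the limma camera adjusted p-values were 0.465 and 0.718 for the adipocyte list and 0.465 and 0.988 for the muscle list, in the same order of constructs.

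**Figure D2:**
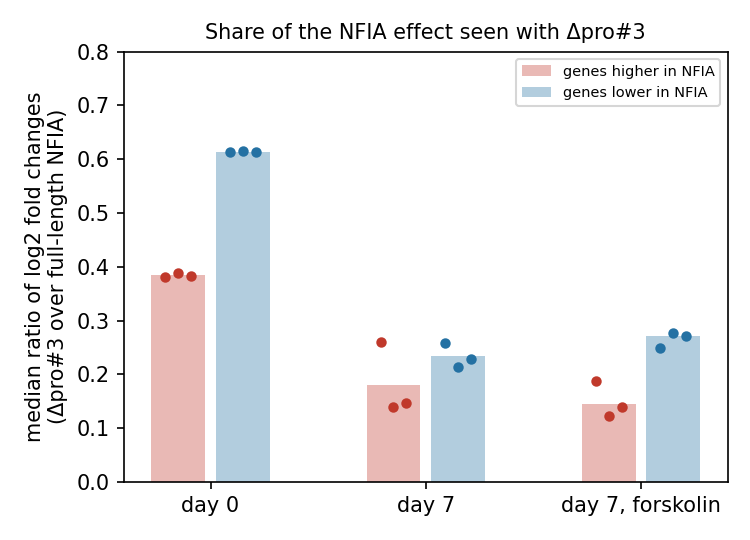
Median ratio of the log2 fold change against control cells with the Δpro#3 mutant to that with full-length NFIA, on the y axis, at day 0, at day 7 and after forskolin treatment, for the genes raised or lowered by full-length NFIA, with bars for the medians of group means and points for the 3 Δpro#3 mutant replicates. The ratio of the lowered genes falls from 0.614 at day 0 to 0.234 at day 7 and 0.271 after forskolin treatment. These are different sets of 336, 407 and 457 genes. The mean FPKM of Nfia with the mutant was 1.68 times that with full-length NFIA at day 0 and 0.857 times at day 7. The ratios are not corrected for either difference, so the fall by itself does not show that the mutant lost repression.

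**Figure D3:**
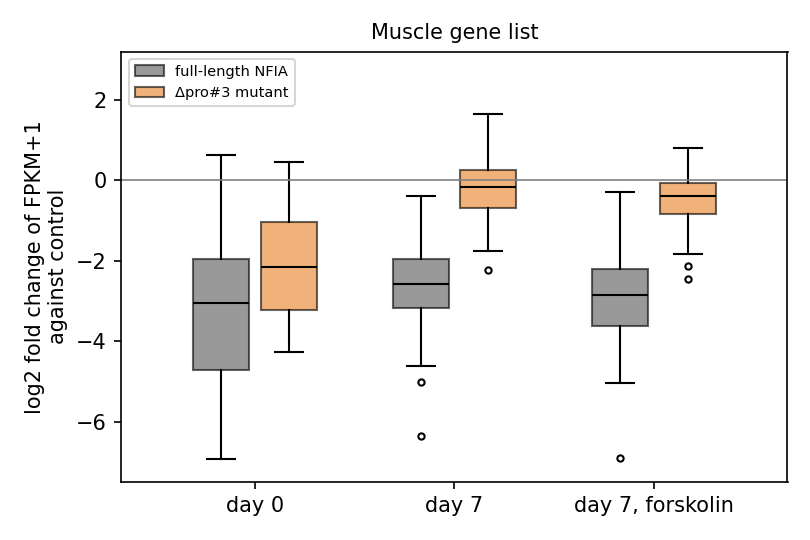
Log2 fold change of FPKM + 1 against control cells, on the y axis, of the muscle list with full-length NFIA and with the Δpro#3 mutant at day 0, at day 7 and after forskolin treatment, with boxes for the median and quartiles, whiskers to 1.5 times the box height and circles for genes beyond. The median with the Δpro#3 mutant is -2.16 at day 0, -0.17 at day 7 and -0.39 after forskolin treatment, against -3.06, -2.58 and -2.84 with full-length NFIA.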

Collectively, these results indicate that Δpro#3 mutant can suppress the muscle gene program throughout the differentiation even when examined in a genome-wide manner.

### Genome-wide landscape of NFIA binding and changes in chromatin accessibility

We next performed ChIP-seq analysis of both full-length NFIA and the Δpro#3 mutant in C2C12 myoblasts at day 0 of differentiation using 3xFLAG antibody, to identify binding sites of these proteins globally and gain mechanistic insights underlying the changes in gene expression caused by these two proteins. We also performed FAIRE-seq analysis of ctrl, full-length NFIA- and Δpro#3 mutant-expressing cells to identify accessible chromatin regions. Peak calling of the ChIP-seq dataset identified 50,818 binding sites for full-length NFIA and 28,433 sites for Δpro#3 mutant, respectively. These binding sites substantially overlapped each other (Fig 5A), and both of these two proteins preferentially binds to both intergenic and intronic regions (Fig 5B). *De novo* motif analysis of full-length NFIA as well as Δpro#3 mutant recovered motifs similar to previously reported NF-1 motifs [2], a finding consistent with direct binding to the genome (S7A Fig).

**Fig 5:**
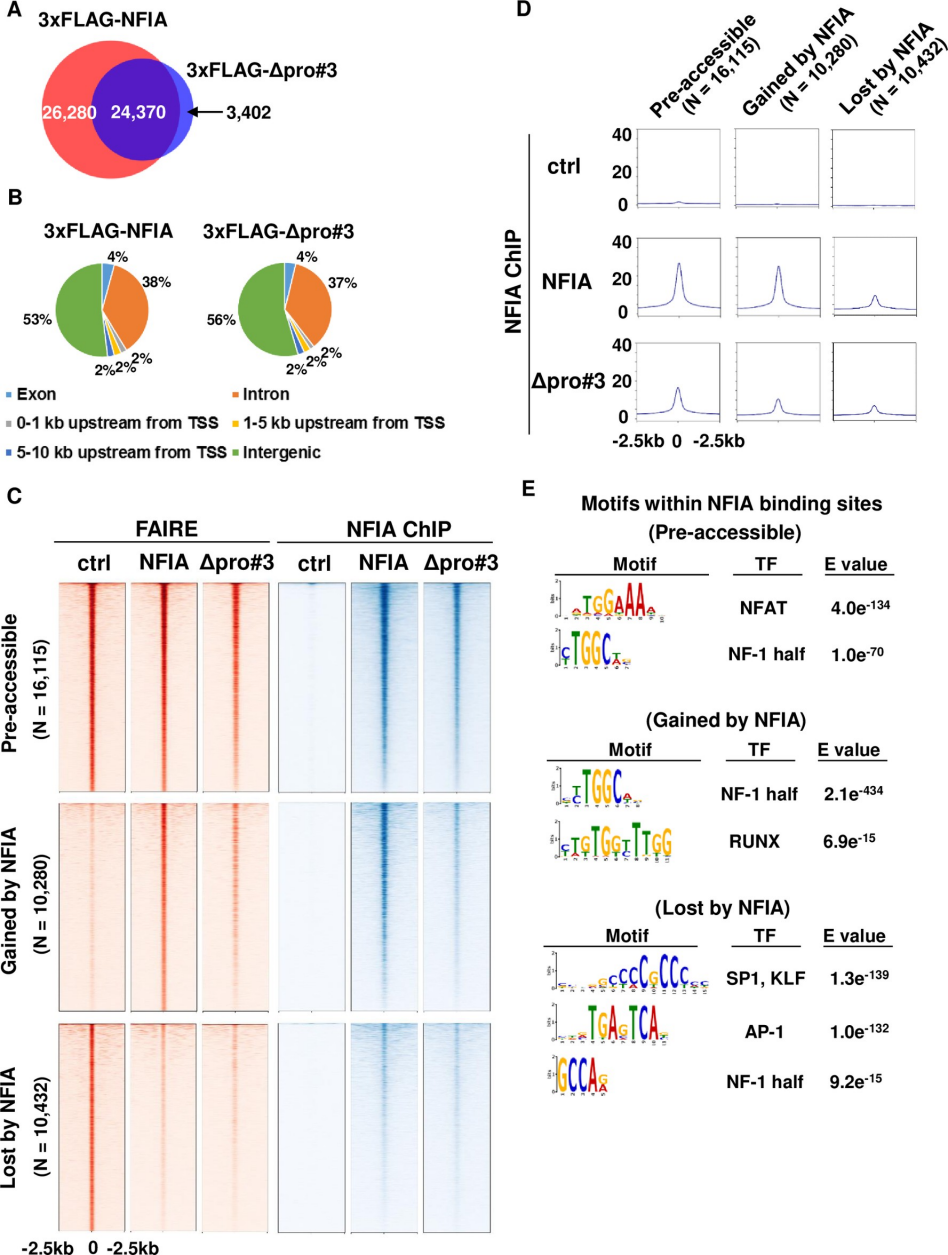
Genome-wide landscape of NFIA binding and changes in chromatin accessibility. (A) Venn diagram showing the overlap of full-length NFIA and Δpro#3 mutant at day 0 of differentiation. (B) Genomic location of full-length NFIA and Δpro#3 mutant at day 0 of differentiation. (C) A heat map representation showing tag density signals of FAIRE and NFIA ChIP in indicated cells at pre-accessible chromatin sites in control cells that are still accessible by introduction of full-length NFIA (“Pre-accessible”, N = 16,115), full-length NFIA-dependent accessible chromatin sites (“Gained by NFIA”, N = 10,280) and full-length NFIA-dependent inaccessible chromatin sites (“Lost by NFIA”, N = 10,432). (D) An aggregate plot showing tag density signal of NFIA ChIP at the regions shown in (C). (E). *De novo* motif analysis of NFIA binding regions in indicated sites.

To examine the genome-wide landscape of full-length NFIA and Δpro#3 mutant binding—plus the changes in chromatin accessibility caused by them, we first defined pre-accessible chromatin sites in control cells that were still accessible by introduction of full-length NFIA (“Pre-accessible”, N = 16,115), full-length NFIA-dependent accessible chromatin sites (“Gained by NFIA”, N = 10,280) and full-length NFIA-dependent inaccessible chromatin sites (“Lost by NFIA”, N = 10,432). Heat map representation showed that chromatin accessibility of “Gained by NFIA” sites was lower in Δpro#3-expressing cells than that in full-length NFIA-expressing cells, while accessibility of “Lost by NFIA” sites was similarly low in cells expressing full-length NFIA and Δpro#3. And that applied also to the binding signals of these two proteins (Fig 5C). Besides, aggregate plots showed that the binding signal of Δpro#3 mutant in “Gained by NFIA” sites was clearly lower than the signal in “pre-accessible” sites, although the binding signal of full-length NFIA was comparable between these two sites (Fig 5D). Furthermore, both full-length NFIA and Δpro#3 mutant bound to “Lost by NFIA” sites although the binding signals were weaker when compared with the binding to “pre-accessible” or “Gained by NFIA” sites. We next performed *de novo* motif analysis of NFIA binding sites within “Pre-accessible”, “Gained by NFIA”, and “Lost by NFIA” sites, to explore the possibility that different co-localizing or competing factors account for the differential effect of NFIA on chromatin at these sites. As expected, “Gained by NFIA” sites were strongly enriched with NF-1 motif, followed by mild enrichment of RUNX motif. Intriguingly, along with NF-1 motif, “Pre-accessible” sites were enriched with NFAT motif, and “Lost by NFIA” sites were enriched with SP-1, KLF and AP-1 motifs, respectively (Fig 5E). Notably, SP-1 and some members of the KLF family including KLF5, have been reported as a positive regulator of myogenesis [8–10]. These results demonstrate the genome-wide effect of NFIA on both positive and negative regulation of gene expression at the chromatin levels, and suggest that the ability of NFIA to penetrate otherwise inaccessible chromatin and increase accessibility is mediated by pro#3 domain, while the domain is dispensable for negative regulation of chromatin accessibility.

### The NFIA Δpro#3 mutant is unable to penetrate inaccessible chromatin to activate target gene expression

To explore the mechanism(s) of pro#3 domain-dependent adipogenic effect of NFIA, we inspected the binding pattern of full-length NFIA as well as Δpro#3 mutant and changes in chromatin accessibility caused by their binding, at the genomic locus near *Pparg* that encodes the master transcriptional regulator of adipogenesis, PPARγ (Fig 6A). When we looked at six genomic regions near *Pparg2* (*Pparg2* 21kb, 41kb, 55kb, 58b, 71kb and 77kb), while pre-accessible regions in ctrl cells can be occupied by both full-length NFIA and Δpro#3 mutant (*Pparg2* 41kb, 58kb, and 71kb), full-length NFIA-dependent accessible regions can be efficiently occupied only by full-length NFIA (*Pparg2* 21kb, 55kb, and 77kb, Fig 6A). Independently-performed FAIRE-qPCR and ChIP-qPCR experiment confirmed this observation (Fig 6B and 6C).

**Fig 6:**
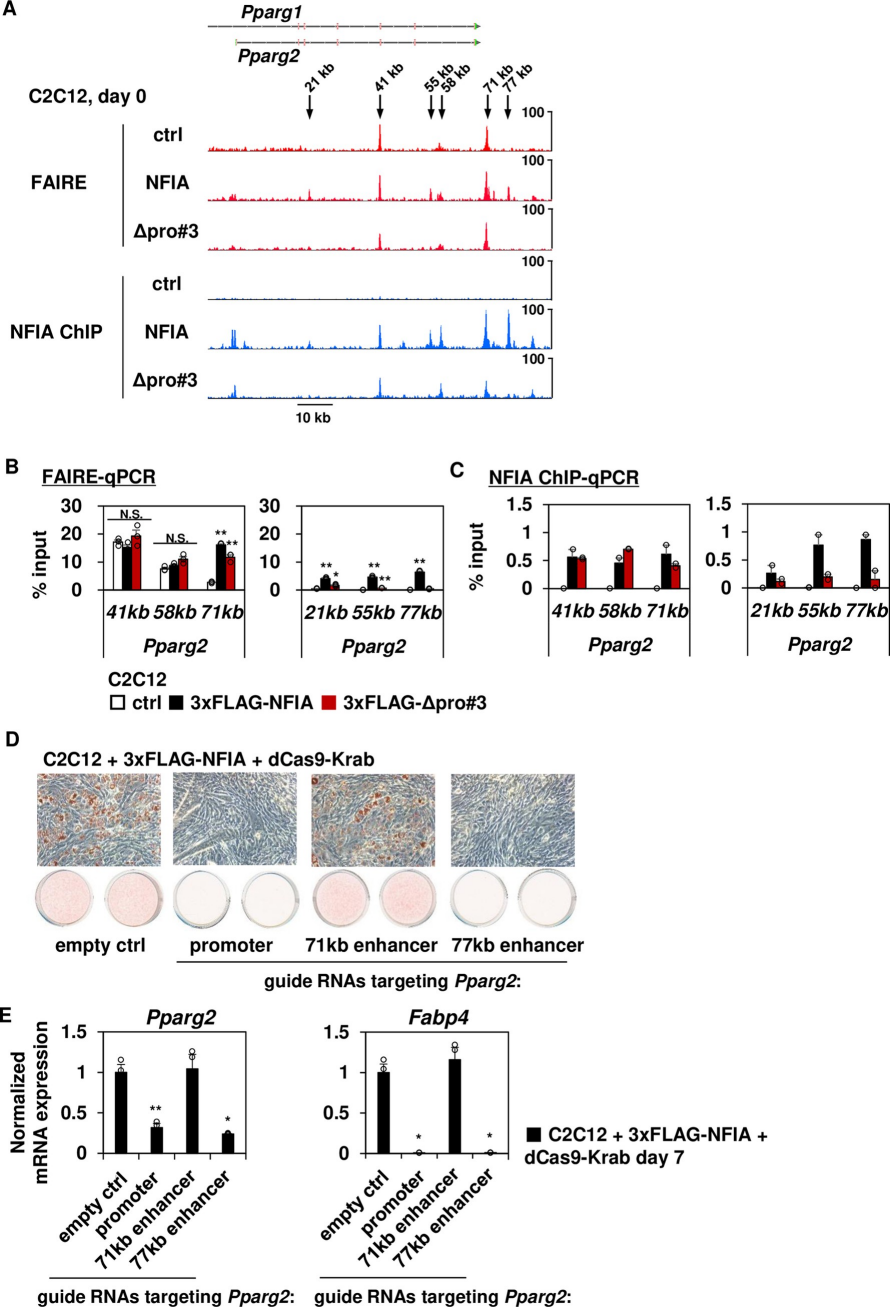
Direct binding of full-length NFIA to the *Pparg2* 77kb enhancer is indispensable for NFIA-driven adipogenesis. (A) FAIRE-seq and NFIA ChIP-seq tracks in indicated cells at day 0 of differentiation at the *Pparg* locus. (B) FAIRE-qPCR analysis of indicated loci (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). (C) ChIP-qPCR analysis for 3xFLAG-full-length NFIA and 3xFLAG-Δpro#3 mutant of indicated loci using the FLAG M2 antibody. (mean +/- S.E.M.; N = 2). The representative result of multiple independent experiments is shown. (D) NFIA-expressing C2C12 myoblasts with lentivirally introduced dCas9-Krab and indicated guide RNA were stained with Oil-Red-O seven days after inducing adipocyte differentiation. (E) qPCR analysis of indicated genes in NFIA-expressing C2C12 myoblasts with lentivirally introduced dCas9-Krab and indicated guide RNA (mean +/- S.E.M.; N = 3).

To directly examine the functional requirement of NFIA binding sites near *Pparg* in a loss-of-function manner, we performed a CRISPR dCas9-Krab mediated epigenome editing experiment [11]. Catalytically-inactive Cas9 fused with transcriptional repressor Krüppel-associated box (Krab) domain and locus-specific guide RNA enabled us to examine the requirement of individual NFIA binding sites for driving expression of *Pparg*. First, we examined whether direct binding of NFIA to the promoter of *Pparg2*, the adipocyte-specific isoform of *Pparg* mRNA, which encodes PPARγ2, is required for the effect of NFIA on adipogenesis. Lentiviral introduction of dCas9-Krab along with guide RNA targeting the *Pparg2* promoter resulted in significantly decreased expression of *Pparg2*, while expression levels of *Pparg1* were maintained, in NFIA-expressing C2C12 myoblasts (S7B Fig). Consequently, expression levels of *Fabp4* were significantly decreased (S7B Fig), indicating that direct binding and activation of the *Pparg2* promoter by full-length NFIA is indispensable for its effect on adipogenesis. Next, we examined whether the *Pparg2* 71kb enhancer (pre-accessible site) or the 77kb enhancer (NFIA-dependent accessible site) is required for NFIA-driven adipogenesis. While introduction of dCas9-Krab along with guide RNA targeting the *Pparg2* 71kb enhancer did not affect adipocyte differentiation when evaluated by Oil-Red-O staining as well as expression levels of *Pparg2* and *Fabp4* in NFIA-expressing C2C12 myoblasts, CRISPR dCas9-Krab-mediated suppression of the *Pparg2* 77kb enhancer significantly attenuated lipid droplet formation (Fig 6D) and down-regulated expression of *Pparg2* and *Fabp4* (Fig 6E), suggesting that the *Pparg2* 77kb enhancer, an NFIA-dependent accessible site, is indispensable for NFIA-driven adipogenesis. Moreover, the *Pparg2* 77kb enhancer is also indispensable for adipocyte differentiation in 3T3-F442A cells (S7C Fig), suggesting that this NFIA-dependent accessible enhancer is required for adipogenesis in more physiologically-relevant conditions. Intriguingly, *Pparg2* 77kb enhancer did not exhibit transcriptional activity in luciferase reporter assay when co-introduced with full-length NFIA or the Δpro#3 mutant in HEK293 cells, suggesting that native chromatin contexts including long-range chromatin interaction are required for the *Pparg2* 77kb enhancer to exert its effect (S8A Fig). We also found pro#3 domain-dependent NFIA binding sites near *Cebpa*, a well-known adipogenic transcription factor whose expression was up-regulated by NFIA (S8B Fig). Overall, these results indicate that the ability of NFIA to directly bind to previously inaccessible *Pparg2* enhancer and to increase its accessibility requires pro#3 domain, and *Pparg2* 77kb enhancer is indispensable for NFIA to activate adipogenesis through increasing the *Pparg2* expression.

### NFIA directly suppresses expression of *Myod1* and ^*DRR*^*eRNA*, and also suppresses that of *Myog in trans*

While Δpro#3 mutant almost completely lacked the ability to activate genes up-regulated by full-length NFIA, the mutant could still retain the ability to repress genes down-regulated by full-length NFIA (Fig 4A). Since the gene cluster down-regulated by both full-length NFIA and Δpro#3 mutant was characterized by GO terms related to muscle development and function (cluster E, Fig 4A and 4F), we hypothesized that these genes could be coordinately down-regulated by a few of crucial transcriptional regulators required for myogenesis. In this regard, we observed the binding of both full-length NFIA and Δpro#3 mutant to multiple pre-accessible sites near *Myod1*, which encodes a master transcriptional regulator of myogenesis, MyoD (*Myod1* -41kb, -35kb, -26kb, -23kb, 2.6kb and 4.3kb). Notably, these pre-accessible and NFIA-bound sites overlapped with active histone mark H3K27Ac in C2C12 myoblasts and reciprocally overlapped with repressive histone marks such as H3K9Me3 and H3K27Me3 in 3T3-L1 preadipocytes [12–15], suggesting that during adipogenesis, NFIA binds to functional enhancers required for myogenesis and suppress their activity (Fig 7A). We observed, too, that the binding of NFIA also overlaps with the binding of MyoD itself [14], suggesting that NFIA disrupts the positive feedback loop of *Myod1* expression and its up-regulation by MyoD (Fig 7A). We also observed the overlap of NFIA binding with that of KLF5, a known positive regulator of myogenesis [10]. Strikingly, we found that binding of full-length NFIA as well as the Δpro#3 mutant to the *Myod1* -26kb enhancer resulted in reciprocal repression of the KLF5 binding signal to the same locus (Fig 7B and 7C), suggesting the direct competition of this locus between NFIA and KLF5. Although KLF5 protein expression was down-regulated by introduction of full-length NFIA (S9A Fig), the binding signal of KLF5 to the *Myod1* -26kb enhancer was disproportionally decreased upon introduction of full-length NFIA as well as Δpro#3 mutant. Moreover, the binding of both full-length NFIA and Δpro#3 mutants decreased chromatin accessibility and H3K27Ac signals at the *Myod1* -26kb locus (Fig 7A, 7D and 7E). On the other hand, forced expression of KLF5 resulted in increased KLF5 binding and decreased NFIA binding to the *Myod1* -26kb enhancer, consistent with reciprocal relationship between NFIA and KLF5 at this locus (S9B and S9C Fig). However, we did not observe rescued expression of *Myod1* as well as its target *Myog* upon forced expression of KLF5 (S9D Fig), suggesting that NFIA exerts anti-myogenic effect through multiple pathways and expression of KLF5 alone is not sufficient to rescue the impaired myogenesis. Intriguingly, we observed that a long noncoding RNA *Gm45923* (also known as ^*DRR*^*eRNA*), which is located 4 kb upstream of *Myod1*, was even more severely down-regulated by full-length NFIA and by Δpro#3 mutants than *Myod1* (Fig 7F). 

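At day 7, Gm45923 had 2.31 ± 0.571 FPKM (SD, n = 3) in control cells from 52 fragments over the 3 replicates, 0.321 ± 0.247 FPKM (SD, n = 3) in full-length NFIA-expressing cells from 6 fragments and 0.524 ± 0.351 FPKM (SD, n = 3) in Δpro#3 mutant-expressing cells from 15 fragments. Its log2 fold change against control cells was -1.32 with full-length NFIA (standard error 0.20, limma adjusted p = 0.000145) and -1.13 with the Δpro#3 mutant (standard error 0.20, limma adjusted p = 0.00108), and with a pseudocount of 0.1 these were -2.64 and -2.10. Myod1 (chromosome 7 from 53631844 to 53634462) had 73.2 ± 7.11, 24.6 ± 5.73 and 41.4 ± 8.26 FPKM in the same groups (SD, n = 3 each), a log2 fold change of -1.56 with full-length NFIA (standard error 0.17, limma adjusted p = 1.70e-05) and of -0.82 with the Δpro#3 mutant (standard error 0.17, limma adjusted p = 0.00332). With a replicate block, the limma adjusted p-values of Gm45923 were 0.000528 and 0.00310 and those of Myod1 0.000119 and 0.00862.

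Relative to the mean of control cells at day 7, the FPKM of Gm45923 was 0.139 ± 0.107 (SD, n = 3) with full-length NFIA and 0.227 ± 0.152 (SD, n = 3) with the Δpro#3 mutant. That of Myod1 was 0.336 ± 0.0783 (SD, n = 3) and 0.566 ± 0.113 (SD, n = 3). The ratio of Gm45923 to Myod1 within a sample was 0.0316 ± 0.00812 in control cells, 0.0124 ± 0.00726 with full-length NFIA and 0.0124 ± 0.00849 with the Δpro#3 mutant (SD, n = 3 each). Every sample of either construct had a lower ratio than every control sample (exact permutation test, 2-sided, p = 0.1 for each construct, the smallest that n = 3 against 3 allows). After forskolin treatment, Gm45923 had 2.45 ± 0.3796 FPKM from 66 fragments, 0.372 ± 0.268 FPKM from 9 fragments and 0.392 ± 0.257 FPKM from 11 fragments in control, full-length NFIA-expressing and Δpro#3 mutant-expressing cells (SD, n = 3 each). The exact permutation test of its ratio to Myod1 against control cells then gave p = 0.2 with full-length NFIA and p = 0.1 with the Δpro#3 mutant.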

The noncoding RNA ^*DRR*^*eRNA* is a muscle specific enhancer RNA transcribed from locus near *Myod1*, being recruited to the *Myog* locus to facilitate cohesion binding to the *Myog* enhancer and activate *Myog* transcription [5]. So down-regulation of ^*DRR*^*eRNA* might account for the fact that *Myog* was more severely down-regulated by full-length NFIA and Δpro#3 mutants than was *Myod1—*even though we did not find significant NFIA binding nor changes in chromatin accessibility near the *Myog* locus (S9E Fig). 

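The ratio of Myog to Myod1 FPKM within a sample was 3.71 ± 0.360 in control cells, 0.111 ± 0.0128 in full-length NFIA-expressing cells and 0.391 ± 0.0478 in Δpro#3 mutant-expressing cells at day 0 (SD, n = 3 each). At day 7, it was 17.5 ± 0.450, 8.17 ± 0.692 and 11.7 ± 1.47 in the same groups (SD, n = 3 each), and after forskolin treatment it was 15.0 ± 0.0663, 8.03 ± 0.446 and 10.3 ± 1.05 (SD, n = 3 each). At each of these 3 time points, the samples of either construct had lower ratios than every control sample (exact permutation test, 2-sided, p = 0.1 for each comparison, the smallest that n = 3 against 3 allows). Relative to control cells of the same time point, the ratio with full-length NFIA was 0.0298 at day 0, 0.468 at day 7 and 0.535 after forskolin treatment. The corresponding values for the Δpro#3 mutant were 0.106, 0.672 and 0.683. Myod1 itself had 43.7 ± 2.57 FPKM in control cells, 17.8 ± 0.429 FPKM with full-length NFIA and 41.7 ± 1.498 FPKM with the Δpro#3 mutant at day 0 (SD, n = 3 each). Its log2 fold change at day 0 was -1.25 with full-length NFIA (standard error 0.044, limma adjusted p = 7.93e-10) and -0.066 with the Δpro#3 mutant (standard error 0.044, limma adjusted p = 0.219). With a replicate block, the limma adjusted p-values of these changes were 2.89e-08 and 0.2502. Myod1 after forskolin treatment had log2 fold changes of -1.90 with full-length NFIA (limma adjusted p = 1.04e-07) and -0.51 with the Δpro#3 mutant (limma adjusted p = 0.00499).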

Collectively, these results suggest that NFIA negatively regulates myogenesis, at least in part via suppression of KLF5 binding to the *Myod1* -26kb enhancer by direct competition, resulting in down-regulation of *Myod1*. And this phenomenon does not require pro#3 domain.

**Fig 7:**
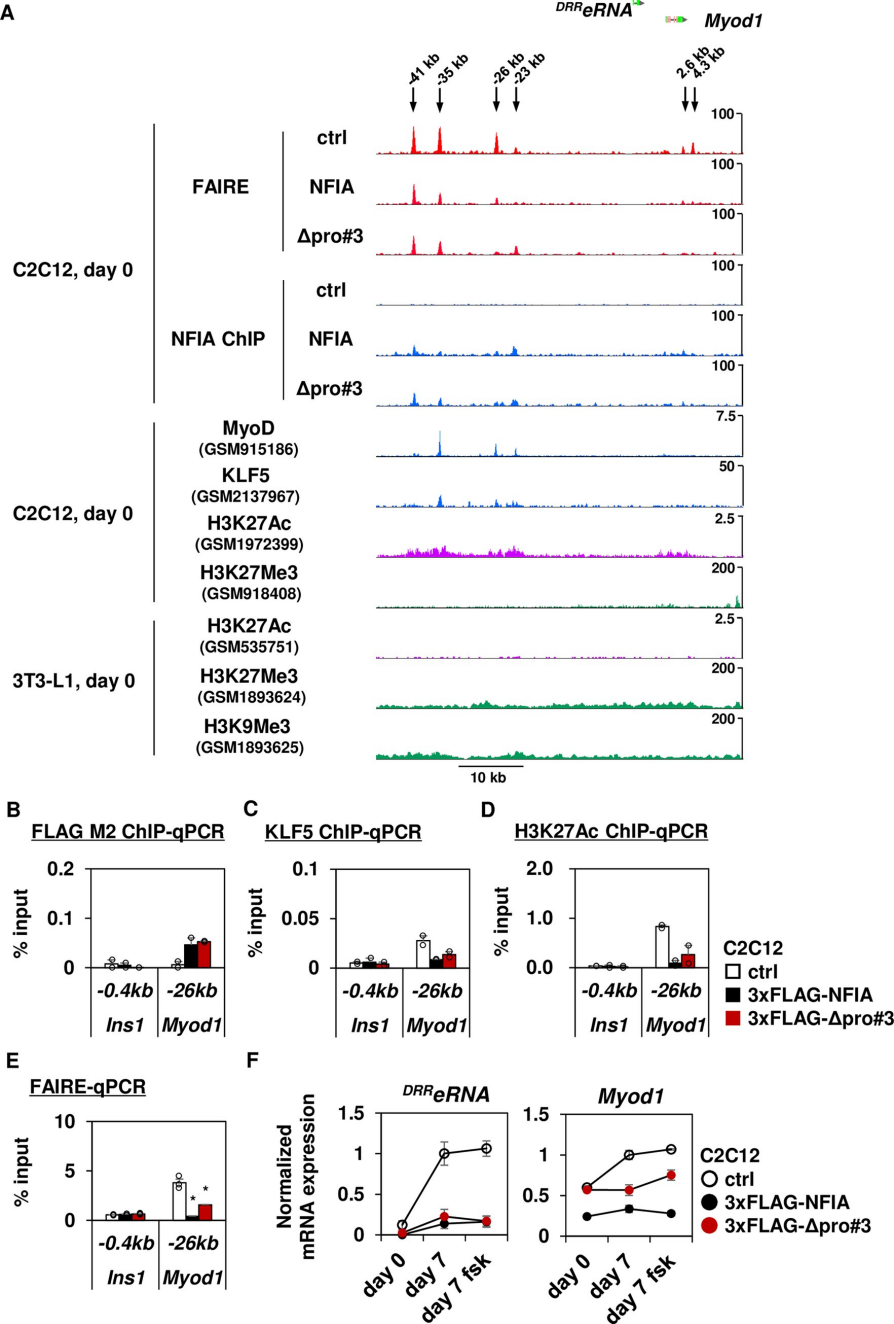
NFIA directly suppresses *Myod1* and ^*DRR*^*eRNA* via competition with KLF5 in terms of enhancer binding, and also suppresses *Myog in trans*. (A) FAIRE-seq and NFIA ChIP-seq tracks in indicated cells at day 0 of differentiation at the *Myod1* locus. ChIP-seq tracks of MyoD, H3K27Ac and H3K27Me3 in C2C12 myoblasts, H3K27Ac, H3K9Me3 and M3K27Me3 in 3T3-L1 preadipocytes were obtained by gene expression omnibus (GEO) dataset as indicated. (B) 3xFLAG-NFIA as well as 3xFLAG-Δpro#3 ChIP-qPCR analysis using the FLAG M2 antibody, of indicated locus. The *Ins1*–0.4kb site is shown as a background site. (mean +/- S.E.M.; N = 2.). (C) KLF5 ChIP-qPCR analysis of indicated locus. The *Ins1*–0.4kb site is shown as a background site. (mean +/- S.E.M.; N = 2.). (D) H3K27Ac ChIP-qPCR analysis of indicated locus. The *Ins1*–0.4kb site is shown as a background site. (mean +/- S.E.M.; N = 2.). (E) FAIRE-qPCR analysis of indicated locus. The *Ins1*–0.4kb site is shown as a background site (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). The representative result of multiple independent experiments is shown. (F) Normalized mRNA expression during adipocyte differentiation of ^*DRR*^*eRNA* and *Myod1* (mean +/- S.E.M.; N = 3). When indicated, forskolin (fsk) treatment was performed to increase intracellular cyclic AMP levels.

### Pro#3 domain is dispensable for recruiting PPARγ to the brown-fat-specific enhancers in the late phase of differentiation

We previously found that NFIA is able to facilitate the binding of PPARγ to the brown-fat-specific enhancers and activate target gene expression in cells with overexpressed PPARγ [2]. To find whether this ability is retained by Δpro#3 mutant, we introduced either PPARγ alone, PPARγ and full-length NFIA, or PPARγ and Δpro#3 mutant into C2C12 cells and induced adipocyte differentiation. The degree of adipocyte differentiation was comparable throughout the three groups as evaluated by Oil-Red-O staining and by *Fabp4* expression (S10A and S10B Fig). We confirmed that both full-length NFIA and Δpro#3 mutant binds to the enhancer of brown-fat-specific genes such as *Ppargc1a* and *Ucp1* in this model system (S10C Fig). As previously reported, full-length NFIA facilitated the binding of PPARγ to the enhancer of these genes (S10D Fig). Interestingly, Δpro#3 mutant also facilitated the binding of PPARγ. Accordingly, chromatin accessibility of those enhancers was increased by both full-length NFIA and Δpro#3 mutant (S10E Fig). Finally, co-introduction of PPARγ and Δpro#3 mutant significantly increased *Ucp1* and *Ppargc1a* expression—although the degree of increase was small when compared with when PPARγ and full-length NFIA were co-introduced (S10F Fig). Up-regulation of *Ucp1* and *Ppargc1a* was not observed when we co-introduced PPARγ and ΔTAD mutant, suggesting that facilitation of PPARγ is mediated by a distinct functional domain within TAD but outside of the pro#3 domain (S11A–S11C Fig). These results suggest that, although Δpro#3 mutant cannot drive *Pparg* expression in the early phase of adipogenesis, this mutant can still activate the brown-fat-specific enhancers by facilitating the binding of PPARγ to these sites in the late phase of brown adipocyte differentiation.

## Discussion

In this study, we identified the C-terminal 17 amino acid residues of NFIA (aa 493–509)—which we called the pro#3 domain—as a region critical for NFIA to positively regulate *Pparg* expression and adipogenesis. The Δpro#3 mutant almost totally lacked the transcriptional activity. Indeed, introduction of Δpro#3 mutant failed to rescue the impaired beige adipogenesis caused by Cre-mediated NFIA-KO in primary adipocytes. However, transcriptome analysis showed that although Δpro#3 mutant cannot activate genes up-regulated by full-length NFIA, it still can repress genes down-regulated by full-length NFIA. Mechanistically, the ability to penetrate otherwise inaccessible chromatin and increase accessibility underlie the differential effect of full-length NFIA and Δpro#3 mutant, while pro#3 domain is dispensable for negative regulation of chromatin accessibility. Generally, TADs of transcription factors interact with co-regulators such as Mediator complex, histone modification enzymes and SWI/SNF ATP-dependent chromatin remodeling factors. Pro#3 domain might specifically interact with co-activators to activate target gene expression.

We showed, too, that NFIA also possesses a direct role in suppressing myogenesis—at least by repressing the expression of *Myod1* and ^*DRR*^*eRNA* via suppression of KLF5 binding to their enhancer by direct competition, resulting in *Myog* repression *in trans*. Since PPARγ and MyoD have been reported to antagonize each other [6] and we showed here that Δpro#3 mutant retains the ability to repress *Myod1*, ^*DRR*^*eRNA* and *Myog* even though this mutant cannot induce *Pparg* transcription, these results collectively indicate that NFIA suppresses the myogenic gene program through both the PPARγ-dependent and the PPARγ–independent pathways to ensure adipocyte differentiation. Unbiased proteomic analysis of NFIA protein complex to determine the factor(s) responsible for both the positive and negative effect of NFIA on gene regulation constitutes an attractive future direction for study.

Another reasonable approach to understand why NFIA is able to exert an opposing effect on the adipogenic and myogenic gene programs is to explore the possible difference in co-localizing and/or competing transcription factor(s) between loci near adipogenic genes and myogenic genes genome-wide. We previously showed that facilitating the binding of PPARγ and co-localizing with them at the brown-fat-specific enhancers is a key mechanistic feature for NFIA to control the brown fat gene program [2]. And here we showed that the binding of NFIA overlaps with that of MyoD and KLF5 near the *Myod1* enhancer. Besides, *de novo* motif analysis of NFIA binding regions within “Lost by NFIA” sites identified enrichment of SP-1, KLF and AP-1 motifs along with NF-1 motif (Fig 5E). It is possible that NFIA functionally interacts with these candidate co-localizing or competing factors to exert negative effect on the myogenic gene program genome-wide, not only near the *Myod1* locus.

A class of transcription factor called pioneer factor can bind to compacted DNA to displace nucleosome by itself alone, increase chromatin accessibility and allow other transcription factors to bind to the sites [16]. Previously, we showed that NFIA activates the brown-fat-specific enhancers even before differentiation and facilitates the binding of other transcription factors including PPARγ, C/EBPs and EBF2, to control the brown fat gene program [2]. The effect of NFIA binding on the brown-fat-specific enhancers and gene expression is very consistent with the concept of pioneer factors. Further studies are needed to understand the precise molecular mechanism(s) underlying the effect of NFIA on chromatin during brown adipocyte differentiation. Also, our findings about Δpro#3 mutant in the late phase of differentiation (S10 Fig) suggest that NFIA can act in varying ways at the chromatin level to positively regulate brown adipocyte differentiation through pathways both dependent and independent of the pro#3 domain.

In conclusion, we found that NFIA activates *Pparg2* expression and adipogenesis through its C-terminal proline rich domain (pro#3 domain). While pro#3 domain is required for the binding of NFIA to otherwise inaccessible chromatin regions to activate *Pparg2* expression and adipogenic gene program, the domain is dispensable for suppression of myoenic gene program through suppression of *Myod1* expression via competition with KLF5 in terms of enhancer binding, in a PPARγ-independent manner (Fig 8). Altogether, these results provide a mechanistic insight into multiple layers of gene regulation by NFIA during brown adipocyte differentiation and an implication for the development of anti-obesity therapy.

**Fig 8:**
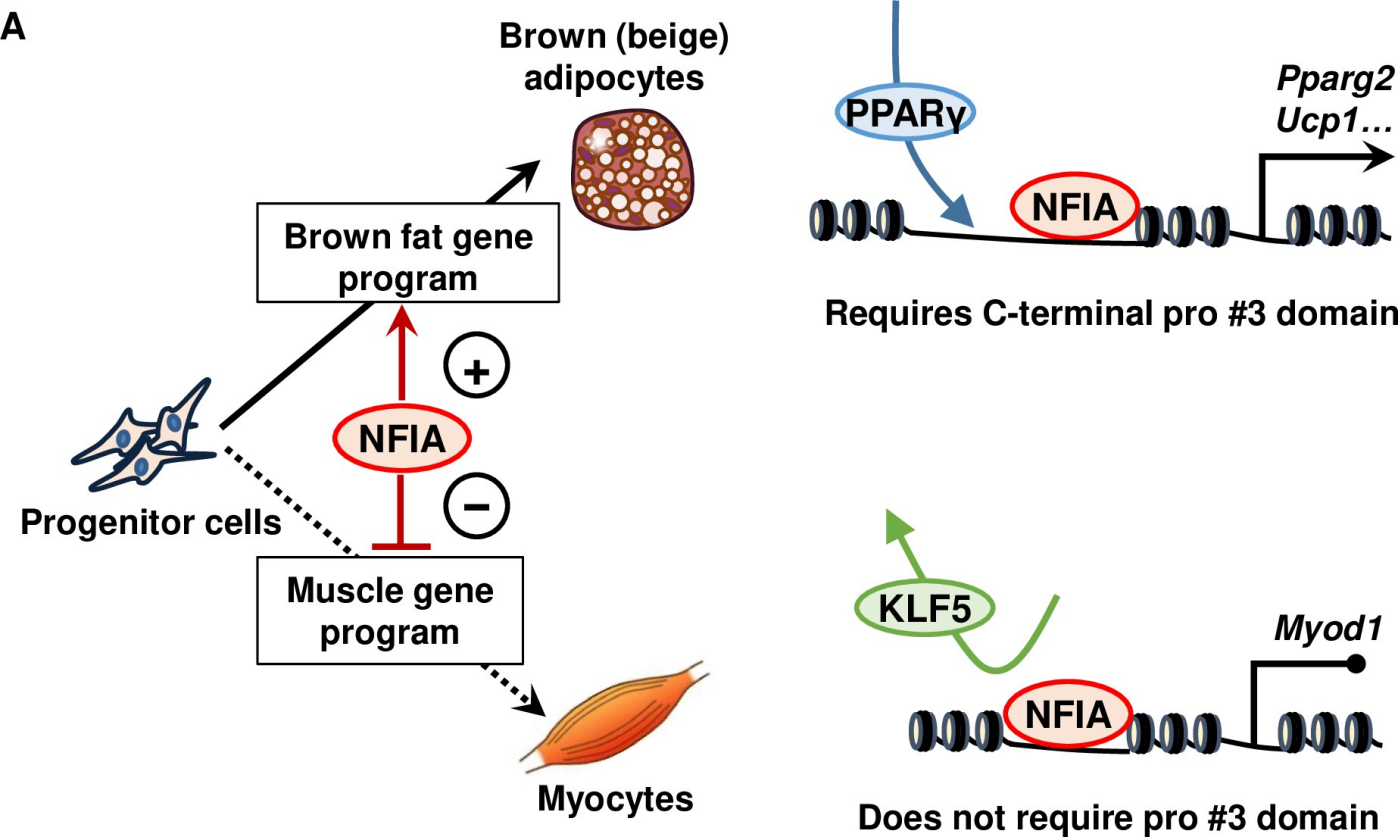
Proposed model of the effect of NFIA on cell fate determination between myocytes and brown/beige adipocytes. (A) NFIA activates *Pparg2* expression through its C-terminal pro#3 domain and co-localizes with PPARγ to control the brown fat gene program. On the other hand, the domain is dispensable for suppression of muscle gene expression through direct suppression of *Myod1* via competition with KLF5 in terms of enhancer binding, in a PPARγ-independent manner.

## Materials and methods

### Ethics statement

All animal work was approved by Institutional Animal Care and Use Committee (IACUC) of the University of Tokyo (P17-082) and conducted according to the institutional guidelines at The University of Tokyo.

### Generation of *Nfia*^*flox/flox*^ mice

C57BL/6N-A/a ES cells bearing the KO first allele (reporter-tagged insertion with conditional potential) were purchased from EuMMCR (HEPD0646_5_E04), and the cells were injected into mice blastocysts in the RIKEN Center for Biosystems Dynamics Research (Kobe, Japan). Mutant chimeric mice were crossed with C57BL/6J mice to obtain mice with germline transmission. Then the mice were crossed with the Flp mice to remove the Neo cassette in the germline and to obtain *Nfia*^floxflox^ mice. The construct of the floxed *Nfia* allele is shown in S2A Fig.

### Cell culture

C2C12 myoblasts and HEK293 cells were purchased from American Type Culture Cell Collection (ATCC). Stromal vascular fraction (SVF) from inguinal murine white adipose tissue was isolated as reported previously [17] with some optimization for the use of gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec). The cells were then immortalized using retroviral vector expressing SV-40 large T antigen. For adipocyte differentiation of C2C12 expressing NFIA and/or PPARγ, cells were treated as described previously [2]. For adipocyte differentiation of immortalized SVF cells, at the confluence, cells were treated for 48 hours in medium containing 10% FBS, 0.5 mM isobuylmethylxanthine, 125 nM indomethacin, 1 μM dexamethosone, 850 nM insulin, 1 nM T3 and 1 μM rosiglitazone. After 48 hours, cells were switched to medium containing 10% FBS, 850 nM insulin, 1 nM T3 and 1 μM rosiglitazone.

### Retroviral expression system

For gain-of-function experiments, we used the pMXs retroviral expression system as previously described [2]. 

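In the GENCODE vM1 annotation of the mouse genome (build NCBIM37), the coding sequence of the transcript Nfia-001 on the plus strand of chromosome 4 spans 11 coding exons and has 1527 nt, which encode 509 amino acids. The pro#3 domain, amino acids 493 to 509, has the sequence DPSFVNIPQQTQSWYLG in the translation of this transcript. Its 17 residues are the last before the stop codon. They are encoded by the last 36 nt of exon 10 (97748472 to 97748507) and the first 15 nt of exon 11 (97777909 to 97777923).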

Retroviral vectors expressing deletion mutant of NFIA were constructed using the KOD mutagenesis kit (TOYOBO) according to the manufacturer’s instructions. A retroviral vector expressing Cre recombinase was a gift from Kai Ge (Addgene plasmid # 34564).

### Luciferase reporter assay

MH100-*Tk*-luciferase reporter vector was co-transfected into HEK293 as well as C2C12 cells along with Renilla luciferase and a vector expressing fusion protein of yeast-derived Gal4 DBD and either full-length or mutant NFIA TAD. Cells were harvested 24 hours after transfection and dual luciferase reporter was assayed by TriStar^2^ LB 942 Modular Multimode Microplate Reader (Berthold). Reporter luciferase activity was normalized to the Renilla luciferase activity.

### ChIP and FAIRE

ChIP was performed as described previously [2] with some modifications. Briefly, samples were treated by nuclear extraction buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2 and 0.1% IGEPAL CA-630) for 10 minutes and immediately cross-linked with 1% formaldehyde for 7.5 minutes at room temperature. Cross-linking was quenched using 125 mM glycine for 5 minutes. The chromatin was sheared by a probe sonicator (Branson) and was spun at 15,000 rpm for 5 minutes. Antibodies were added for overnight incubation at 4°C. Mixes of Protein A and Protein G Sepharose (GE, for PPARγ andiboty) or Dynabeads Protein A and Protein G (Invitrogen, for FLAG M2, H3K27Ac and KLF5 antibody) were added to samples for 4 hours at 4°C. Subsequent procedures were performed as described previously [2]. The antibodies used were FLAG M2 (Sigma F3165), PPARγ (mix of Santa Cruz Biotechnology, sc-7273, and Perseus Proteomics, A3409A), H3K27Ac (Abcam ab4729) and KLF5 (Abcam ab137676). FAIRE was performed as described previously [2]. ChIP-seq as well as FAIRE-seq libraries were prepared using KAPA hyper prep kit (KAPA Biosystems) according to the manufacturer's instructions.

### RNA expression analysis

Total RNA from cultured cells or tissues was isolated using TRIzol reagent (Invitrogen) and RNeasy Mini columns (QIAGEN). Isolated RNA was reverse-transcribed using ReverTra Ace qPCR RT Master Mix kit (Takara). Real-time quantitative PCR (SYBR green) analysis was performed on QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems). *Rplp0* was used as an internal normalization control. qPCR primers used in this work are listed in S1 Table. For RNA-seq, libraries were prepared using TruSeq Stranded mRNA Library Prep Kit (Illumina) according to the manufacturer's instructions. All the RNA-seq experiments was performed in triplicate.

### Western blotting

Tissues were lysed in radioimmunoprecipitation assay (RIPA) buffer containing 0.1% SDS, 1% NP-40, 0.5% Na deoxycholate, 150 mM NaCl, 50 mM Tris-Cl (pH 8.0), 1 mM EDTA supplemented with protease inhibitor (Roche). Proteins were separated by SDS-PAGE, transferred to nitrocellulose membrane, and detected with the antibodies anti-NFIA (Sigma HPA006111), anti-FLAG M2 (Sigma F3165), KLF5 (Abcam ab137676) and anti-β actin (Sigma A3854).

### CRISPR dCas9-Krab-mediated epigenome editing

Guide RNAs were designed using CRISPOR version 4.92 [18] and cloned into pLV hU6-sgRNA hUbC-dCas9-KRAB-T2a-Puro (Addgene # 71236) using BbsI. Sanger sequencing confirmed guide RNA insertion. 

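Each guide sequence was matched to chromosome 6 of the mouse genome (build NCBIM37), on both strands, and had 1 match there that was followed by an NGG motif. All 3 matches are on the minus strand. The other chromosomes were not searched. The guide ATTACCCTGCTAGGTTGGCA for the Pparg2 promoter matches 115371237 to 115371256 and is followed by AGG. It lies 828 nt upstream of the start of the transcript Pparg-201 (115372084, GENCODE vM1), which has 7 exons, and within the span of the longer transcript Pparg-202, in none of its 8 exons. The guide TCCCCGATAAACTCCCAACG for the Pparg2 71kb enhancer matches 115443172 to 115443191 and is followed by TGG. Its site lies 71088 nt downstream of the start of Pparg-201 and in no annotated gene. The guide GCTCCTTGGAGGCATAACGT for the Pparg2 77kb enhancer matches 115449877 to 115449896 and is followed by GGG, 77793 nt downstream of that start and in no annotated gene.

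**Figure D4:**
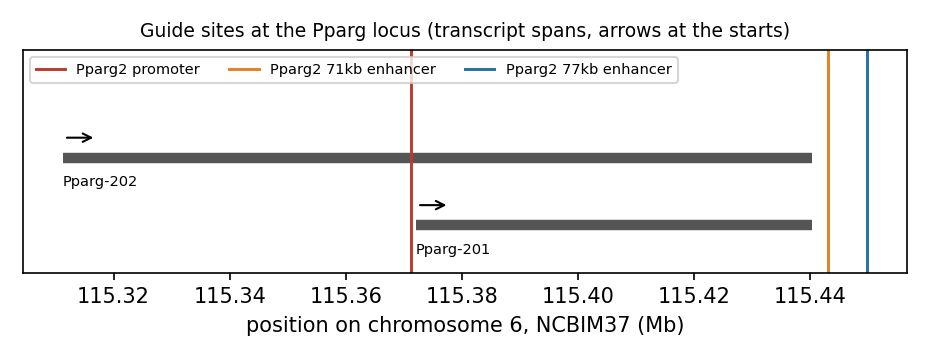
Position on chromosome 6 (NCBIM37, in Mb) of the spans of both annotated Pparg transcripts (grey bars with an arrow at each start) and of the 3 guide sites (vertical lines). The promoter site lies just before the start of Pparg-201, and both enhancer sites lie beyond the end of the gene at 115440419.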

Sequences of guide RNAs used in this work are listed in S2 Table. Lentivirus was made by transfection of dCas9-Krab- and guide RNA-expressing plasmid (10 μg), pMD2.G (3.75 μg, addgene #12259) and psPAX2 (7.5 μg, addgene #12260) into HEK293T cells using Lipofectamine 2000. Supernatant was harvested on the next day, and fresh medium was added and incubated for another day. Supernatant was combined and concentrated using PEG-it Virus Precipitation Solution (System Biosciences). 3T3-F442A preadipocytes or NFIA-expressing C2C12 myoblasts were infected with lentivirus along with TransDux MAX Lentivirus Transduction Reagent (System Biosciences). On the next day of infection, cells were selected using puromycin and then used for the subsequent experiment.

### High-throughput sequencing

High-throughput sequencing was performed by using the Illumina Genome Analyzer, Illumina HiSeq 2500 or Illumina MiSeq.

### ChIP-seq and FAIRE-seq data processing

The sequence reads were mapped to UCSC build mm9 (NCBI Build 37) assembly using bowtie2 (Galaxy version 2.3.4) with default parameters [19–22]. Peak calling was performed using MACS2 (Galaxy version 2.1.1.20160309) [23]. Peaks of ChIP-seq and FAIRE-seq were visualized by a GenomeJack browser (version 3.1, Mitsubishi Space Software). Galaxy cistrome [24] was used for genomic region handling. For Venn diagram, note that the sum of the number of peaks in each component may not equal to the number of overall peaks, because a single peak in one sample could overlap with multiple peaks in another sample. *De novo* motif analysis was performed within a 300 bp window around peak centers using MEME-ChIP [25] version 5.0.2 with default parameters. A heat map representation was generated using deepTools2 (Galaxy Version 3.1.2.0.0) [26].

### RNA-seq data processing

The sequence reads were aligned to the mm9 genome assembly using STAR [27] version 2.5.3a with the following parameters:—runThreadN 10,—outSAMtype BAM SortedByCoordinate,—quantMode TranscriptomeSAM GeneCounts,—limitBAMsortRAM 16000000000,—genomeDir MMUC,—readFilesIn Read1.fastq Read2.fastq,—outFilterMultimapNmax 1. Read counts for each gene were derived from the STAR output file named "ReadsPerGene.out.tab" and the matched strand count was used for calculation of fragments per kilobase of exon per million fragment mapped (FPKM). Gene ontology annotation analysis was performed using DAVID [28]. Biological process terms “GO_BP_FAT” were used and GO terms were shown in ascending order of the Benjamini’s adjusted *P* value. A heat map representation was generated using GenePattern online software [29]. For heat map representation, pseudo-count of FPKM 1 was added to all FPKM values to decrease the effect of noise of low-expressed genes, and genes with greater than three fold changes in expression are chosen for subsequent analysis. Row-normalized values were used for hierarchical clustering. Transcript data for evaluating abundance of each *Nfia* isoform were derived from UCSC–mm9 “knownGenemRNA.txt.gz” and EMBL “Mus _musculus.GRCm38.ncrna.fa.gz, Mus_musculus.GRCm38.cdna.all.fa.gz” on 1st July 2019. *Nfia* has seven transcripts for UCSC—uc008tth.2, uc008tti.2, uc008tty.2, uc008tts.2, uc008ttt.2, uc008ttu.2, uc008ttv.2, uc008ttw.2 and uc008ttx.1. and 9 for EMBL—ENSMUST00000152023.7, ENSMUST00000075448.12, ENSMUST00000107062.8, ENSMUST00000052018.11, ENSMUST00000107057.7, ENSMUST00000148930.2, ENSMUST00000092532.12 and ENSMUST00000133011.1. But only two transcripts were perfectly common between the two data (uc008ttx.1 and ENSMUST00000133011.1, uc008ttv.2 and ENSMUST00000092532.12, respectively). And uc008ttvu.2 was almost the same as ENSMUST00000075448.12 (18 base pairs of “GGCCGTGCGGTGCGGTGC” were attached at the 5’ end of uc008ttvu.2.) If the transcript data were mixed in making the index—files to map, the software (Salmon) would produce biased results. So, we made each index for each data UCSC and EMBL separately. Transcripts of uc008tts.2, uc008ttu.2 and uc008tty.2 differ with each exon 1. That of uc008ttv.2 lacks exon 7 of uc008ttu.2. That of uc008ttw.2 lacks exon 7, 9 of uc008ttu.2. Transcript of uc008ttt.2 ends with a few bases attached at exon 6. An uc008ttx.1 starts with alternative exon 1 and ends with longer exon 6. Therefore, a GFF file was generated with known_gene data containing "uc008tty.2“,"uc008ttw.2","uc008ttu.2","uc008ttv.2” and "uc008tts.2”(“uc008ttt.2” and “uc008ttx.1 were excluded). The reference file for the rsem–STAR program was made with that GFF file. The command was “rsem-prepare-reference–gff3 [GFF file]–star mm9.fa [Output REFfile]”. Then we calculated seq-counts using the rsem–STAR program with command “rsem-calculate-expression—star—estimate-rspd—append-names—output-genome-bam [RNA–seq.fastq] [REFfile] [Output Name]”. The estimated isoform counts were collected from all “.isoform.results” files.

### Statistics and reproducibility

Two-tailed student's t-test was performed to determine the statistical significance between two groups unless otherwise specified, with a *P* value of less than 0.05 considered significant. We checked that the data met the assumption of the statistic tests, and variances were similar between the groups being tested.

## Supporting information

S1 Fig The C-terminal region of murine NFIA exhibited substantial amino acid sequence similarity to human NFIC. **(A)** A diagram showing the similarity of amino acid sequence between human NFIC, variant 1 and murine NFIA, variant 2. **(B)** A diagram showing the similarity of amino acid sequences of NFIA between *Homo sapiens*, *Mus musculus*, *Gallus gallus domesticus* and *Danio rerio*.
(TIF) Click here for additional data file.

S2 Fig The pro#3 domain of NFIA is indispensable for driving adipogenesis. **(A)** A diagram showing the KO first allele (reporter-tagged insertion with conditional potential) and floxed *Nfia* allele. Exon 2 of *Nfia* is flanked by two *lox P* sites. **(B)** Control and Cre-expressing immortalized SVF cells derived from *Nfia*^flox/flox^ mice were stained with Oil-Red-O seven days after inducing adipocyte differentiation. **(C)** PCR of genomic DNA using the primer pair that flank the *lox P* sites (mean +/- S.E.M.; N = 3; * *P* <0.05). **(D)** *Nfia* mRNA expression was quantified by RT-qPCRquan at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). **(E)** Western blot analysis of NFIA protein expression in control and Cre-expressing cells. β-actin was used as a loading control. **(F-G)** Common adipocyte genes **(F)**, the brown-fat-specific gene *Ppara* **(G)** as well as *Ppargc1a* and *Ucp1* (**H**) were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). (I) Expression levels of Cre-recombinase, *Nfia* and *Fabp4* were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01).
(TIF) Click here for additional data file.

S3 Fig A transcript variant uc008ttu.2 (NM_010905.3, transcript variant 2) is the most abundantly expressed isoform of *Nfia* in adipocytes. **(A)** *Nfia* mRNA expression was quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). **(B-D)** *Nfib*, *Nfic* and *Nfix* **(B)**, the brown-fat-specific genes *Ppara* and *Ppargc1a* **(C)**, and muscle genes *Myog* and *Myl9* **(D)** were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). **(E)** A diagram showing the structure of *Nfia* isoforms obtained from UCSC (seven isoforms) and Refseq (three isoforms). **(F)** qPCR analysis showing the relative abundance of different isoforms of *Nfia* (mean +/- S.E.M.; N = 3). Since expression levels of uc008ttt.2 and uc008ttx.1 were much lower than that of other isoforms, these isoforms were excluded for subsequent RNA-seq analysis. **(G)** RNA-seq analysis showing the abundance of different isoforms of *Nfia* (mean +/- S.E.M.; N = 3).
(TIF) Click here for additional data file.

S4 Fig Hierarchical clustering of genes down- or up-regulated by NFIA-KO and introduction of full-length NFIA as well as the Δpro#3 mutant in NFIA-KO, in adipocytes. (**A**) Venn diagram showing the overlap of genes up-regulated by NFIA-KO, genes down-regulated by 3xFLAG-NFIA in NFIA-KO, and genes down-regulated by 3xFLAG-Δpro#3 mutant. Significantly up- or down-regulated genes were determined by DeSeq2 (3 fold, *P* < 0.05). **(B)** A heat map representation of the hierarchical clustering analysis of genes with greater than three fold changes in expression (N = 1777). Note that pseudo-count of FPKM 1 was added to all FPKM values to decrease the effect of noise of low-expressed genes. Row normalized (FPKM+1) was depicted in heat map after hierarchical clustering. RNA-seq was performed in triplicate for each condition. (**C-I)**, Top GO terms of genes in cluster A-F, as defined in **(B)**.
(TIF) Click here for additional data file.

S5 Fig Changes in the expression patterns of *Nfib*, *Nfic* and *Nfix* upon introduction of full-length NFIA as well as the Δpro#3 mutant. **(A)** RNA-seq analysis showing the abundance of *Nfi* family members in ctrl-, full-length NFIA- as well as Δpro#3 mutant-expressing C2C12 myoblasts at day 7 of differentiation (mean +/- S.E.M.; N = 3). (**B-C**) Normalized mRNA expression during adipocyte differentiation of the brown-fat-specific genes **(B)** and muscle specific genes **(C)** (mean +/- S.E.M.; N = 3). When indicated, forskolin (fsk) treatment was performed to increase intracellular cyclic AMP levels.
(TIF) Click here for additional data file.

S6 Fig Hierarchical clustering of genes down- or up-regulated by introduction of full-length NFIA as well as the Δpro#3 mutant, in C2C12 cells after inducing adipocyte differentiation. **(A)** A heat map representation of the hierarchical clustering analysis of genes with greater than three fold changes in expression (N = 1628). Note that pseudo-count of FPKM 1 was added to all FPKM values to decrease the effect of noise of low-expressed genes. Row normalized (FPKM+1) was depicted in heat map after hierarchical clustering. RNA-seq was performed in triplicate for each condition. (**B-G)**, Top GO terms of genes in cluster A-F, as defined in **(A)**.
(TIF) Click here for additional data file.

S7 Fig Direct binding of full-length NFIA to the *Pparg2* promoter as well as the *Pparg2 77kb* enhancer is indispensable for NFIA-driven adipogenesis. **(A)** Motif analysis within full-length NFIA and Δpro#3 mutant binding sites at day 0 of differentiation. **(B)** qPCR analysis of indicated genes in C2C12 cells with lentivirally introduced dCas9-Krab and indicated guide RNA, along with retrovirally introduced either control, full-length NFIA or the Δpro#3 mutant (mean +/- S.E.M.; N = 3). **(C)** qPCR analysis of indicated genes in 3T3-F442A adipocytes with lentivirally introduced dCas9-Krab and indicated guide RNA (mean +/- S.E.M.; N = 3).
(TIF) Click here for additional data file.

S8 Fig Native chromatin context is required for the transcriptional activity of the *Pparg2* 77kb enhancer. (A) Transcriptional of activity of the *Pparg2* 77kb enhancer, when co-introduced with indicated expression vectors into HEK293 cells, were examined by luciferase reporter assay. (mean +/- S.E.M.; N = 4; ** *P* <0.01). *Fabp4*–5.4kb enhancer is used as a positive control regarding PPARγ-dependent transcriptional activity. When indicated, 1 μM rosiglitazone (Rosi) was added into the medium (**B**) FAIRE-seq and NFIA ChIP-seq tracks at day 0 of differentiation at the *Cebpa* locus.
(TIF) Click here for additional data file.

S9 Fig NFIA directly suppresses *Myod1* and ^*DRR*^*eRNA* and also suppresses *Myog in trans*. **(A)** Western blot analysis of NFIA and KLF5 protein expression in indicated cells. β-actin was used as a loading control. **(B)** KLF5 ChIP-qPCR analysis of indicated locus. The *Ins1*–0.4kb site is shown as a background site. (mean +/- S.E.M.; N = 2.). **(C)** NFIA ChIP-qPCR analysis of indicated locus. The *Ins1*–0.4kb site is shown as a background site. (mean +/- S.E.M.; N = 2.). (**D**) *Myod1* and *Myog* were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3). **(E)** FAIRE-seq and NFIA ChIP-seq tracks at day 0 of differentiation at the *Myog* locus.
(TIF) Click here for additional data file.

S10 Fig Pro#3 domain is dispensable for recruiting PPARγ to the brown-fat-specific enhancers in the late phase of differentiation. **(A)** C2C12 myoblasts expressing only PPARγ, both PPARγ and full-length NFIA, and both PPARγ and Δpro#3 mutant were stained with Oil-Red-O seven days after inducing adipocyte differentiation. **(B)** Normalized mRNA expression of *Fabp4* were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.). **(C)** NFIA ChIP-qPCR analysis of indicated loci. *Ppargc1a* -97kb and *Ucp1* 9.5kb are background sites (mean +/- S.E.M.; N = 2). The representative result of multiple independent experiments is shown. **(D)** PPARγ ChIP-qPCR analysis of indicated loci. *Ppargc1a* -97kb and *Ucp1* 9.5kb are background sites (mean +/- S.E.M.; N = 2). The representative result of multiple independent experiments is shown. **(E)** FAIRE-qPCR analysis of indicated loci. *Ppargc1a* -97kb and *Ucp1* 9.5kb are background sites (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). **(F)** Normalized mRNA expression of *Ppargc1* and *Ucp1* were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). When indicated, forskolin (fsk) treatment was performed to increase intracellular cyclic AMP levels.
(TIF) Click here for additional data file.

S11 Fig ΔTAD mutant cannot induce expression of the brown-fat-specific genes even in the presence of PPARγ. **(A)** C2C12 myoblasts expressing only PPARγ, both PPARγ and full-length NFIA, and both PPARγ and ΔTAD mutant, were stained with Oil-Red-O seven days after inducing adipocyte differentiation. **(B-C)**, Normalized mRNA expression of *Fabp4* **(B)**, *Ppargc1* and *Ucp1* **(C)** were quantified by RT-qPCR at the indicated time course (mean +/- S.E.M.; N = 3; * *P* <0.05, ** *P* <0.01). When indicated, forskolin (fsk) treatment was performed to increase intracellular cyclic AMP levels.
(TIF) Click here for additional data file.

S1 Table A list of Primers used for qPCR analysis. (XLSX) Click here for additional data file.

S2 Table A list of guide RNA sequences used for CRISPR dCas9-Krab experiments. (XLSX) Click here for additional data file.

S3 Table All numerical data underlying graphs shown in this work. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

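RNA-seq of polyadenylated RNA from C2C12 cells was used, from control, full-length NFIA-expressing and Δpro#3 mutant-expressing cells at day 0, at day 7, and at day 7 after treatment with 10 µM forskolin for 4 h, with 3 replicates in each of the 9 groups. The construct, time point, treatment and replicate of each of the 27 samples were taken from the deposited labels. The replicate numbers 1 to 3 in the labels are the source of the pairing that the replicate block tests. The other experiments of the paper are not analysed here.

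The authors aligned the reads to the mouse mm9 genome with STAR, kept uniquely mapped reads, counted fragments on the matched strand of each gene and deposited FPKM for each sample, with no scaling between samples and no log scale. The values of every sample were whole multiples of 1 step (100% of the values), so the number of fragments per gene and per sample was worked back from the FPKM and the gene lengths given by the authors. It was used for the depth, for counting noise and for 1 alternative analysis. Gene symbols were used as the authors gave them. Of these, 26 had turned into dates and were kept as they were, and the 2 that occurred again were kept as separate genes. Of the genes in the lists below, 1 (Gyk) was absent under that name and not used here.

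The computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with matplotlib 3.10.9. Expression was compared on log2(FPKM + 1). For each time point, a linear model with 1 mean per group was fitted to its 9 samples over the genes with a mean FPKM of 0.5 or more (12105 genes at day 0, 12324 at day 7 and 12121 after forskolin treatment), with moderated variances that follow the trend of the mean. All p-values of limma are 2-sided and adjusted by the Benjamini-Hochberg method within a comparison. A gene was called changed at an adjusted p-value under 0.05 and a change of more than 3-fold in FPKM + 1. The response to forskolin and its difference between cell types were fitted to the 18 samples at day 7 with and without forskolin (12245 genes), and the difference of a construct's effect between day 0 and day 7 to the 18 samples of those time points. Differences in response were counted at an adjusted p-value under 0.05. The genes over 3-fold of the paper's heat maps were taken as those whose highest group mean of FPKM + 1 was more than 3 times the lowest. At day 0, their values over the 9 samples were clustered hierarchically (1 minus Pearson correlation, complete linkage, 6 clusters), and the clusters were matched to the 6 patterns drawn in Fig. 4A. The ratio of the log2 fold change with the Δpro#3 mutant to that with full-length NFIA was summarized by its median over the genes that full-length NFIA raised or lowered, with the SD over the 3 Δpro#3 mutant replicates taken 1 at a time.

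Lists of 72 muscle, 54 adipocyte, 46 chemotaxis, 36 interferon and 35 cell cycle genes were written by hand in place of GO terms, which were not used here. They were tested with camera of limma, with the correlation between genes estimated from the data, and with Fisher's exact test for their overlap with the genes called with both constructs. Fisher's exact test takes genes as independent, so its p-values leave out this correlation and the spread between replicates. The adjustment was over the 5 lists and 3 comparisons of a time point for camera and over the 5 lists and 2 directions for Fisher's exact test. Single values with few fragments, and ratios of 2 genes, were compared by the exact permutation test of 3 against 3 samples, whose smallest 2-sided p is 0.1. The genes named in the text are those the paper names and, by a rule set before the data were examined, those with the 3 largest rises and 3 largest falls. The rule covered full-length NFIA and the Δpro#3 mutant against control cells at day 0 and the Δpro#3 mutant against full-length NFIA at day 7, among genes called with a mean FPKM of 1 or more and no overlap between the samples of both groups. For each difference in the forskolin response, it took the 3 largest differences past the threshold.

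The steps were tested on simulated data with 3 replicates per group, in which 200 of 11905 genes were changed. Of the changed genes, 95% were recovered, 190 genes were called in total and none of them was an unchanged gene. With a true ratio of 0.5 between 2 constructs, the median ratio was 0.509 for raised and 0.527 for lowered genes. These ratios are not split by FPKM, so they do not show how the pseudocount moves the ratio of genes with low FPKM. In the data at day 0, a pseudocount of 0.1 in place of 1 moved the median from 0.384 to 0.476 for raised genes. For lowered genes, it moved from 0.614 to 0.518. The simulated ratios are therefore no check of the difference between raised and lowered genes in the data. The depth was 9567769 to 27230965 fragments per sample. At this depth, for example, 1.08 FPKM of Ucp1 rested on 85 fragments over 3 samples, and genes with a mean below 0.5 FPKM were not tested.

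The alternatives tried were a pseudocount of 0.1, median-ratio scaling between samples (over genes with an FPKM of 1 or more in every sample), no filter on low values, a minimum mean FPKM of 5, fits of only the 2 groups compared, moderation without a trend, the replicate number as a block, and leaving out each sample in turn (9 fits per time point). For the clusters, average linkage, log2(FPKM + 1) and the nearest pattern were tried, and for expression relative to control cells, division by Rplp0. Limma-voom on the fragments and clustering of the genes over 3-fold between single samples were added after the data had been seen. Gene positions are those of GENCODE vM1 on mouse build NCBIM37. Gm45923 is not in that annotation, so no position is given for it. Whether samples were sequenced or prepared in batches was not tested, because no label gives a batch.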

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

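Of the tests in this part, those of scaling for the forskolin results and of the pseudocount for single genes after forskolin treatment were chosen only after the results had been seen, and the other tests were set before. The groups have 3 samples each, so single samples were not tested for lying far from the others. No label gives a sequencing or library batch, so batches were not tested as an explanation of any result below.

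The effect of a construct against control cells differed between day 0 and day 7 for some of the genes that the paper names, by an interaction test with a limma adjusted p-value under 0.05 and a difference of more than 3-fold. With full-length NFIA, the effect at day 7 minus that at day 0 on the log2 scale was 2.20 for Nfia (standard error 0.61, limma adjusted p = 0.00429), 2.95 for Fabp4 (standard error 0.74, limma adjusted p = 0.00203), 4.51 for Cidea (standard error 0.12, limma adjusted p = 1.08e-14), 3.09 for Myog (standard error 0.22, limma adjusted p = 2.66e-09) and -2.90 for Myh8 (standard error 0.15, limma adjusted p = 3.55e-11). For the Δpro#3 mutant, it was 1.82 for Myog (standard error 0.22, limma adjusted p = 5.70e-06) and 2.53 for Myl4 (standard error 0.16, limma adjusted p = 3.76e-09). Each of these 7 differences had its direction in 3 of 3 replicate numbers.

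A difference in the authors' normalization, or a few genes taking most of the fragments, would make these differences shrink after median-ratio scaling. After scaling, 7 of the 7 were still past the thresholds, with values of 2.33, 3.06, 4.61, 3.16 and -2.84 for Nfia, Fabp4, Cidea, Myog and Myh8 with full-length NFIA and 1.89 and 2.58 for Myog and Myl4 with the Δpro#3 mutant. The median library was smaller at day 7 than at day 0 in each of the 3 kinds of cells. When every library was thinned to 9567769 fragments, 7 of the 7 were still past the thresholds, from -2.90 for Myh8 to 4.45 for Cidea. For low values and the pseudocount, 5 of the 7 were still past the thresholds with a pseudocount of 0.1. The exceptions were Fabp4, with 1.04 (limma adjusted p = 0.372), and Myh8, with -0.81, which is under 3-fold. The pseudocount therefore remains as an explanation for part of the differences of Fabp4 and Myh8, whose mean FPKM at day 0 was 0.232 in control cells for Fabp4 and 0.0293 in full-length NFIA-expressing cells for Myh8 (n = 3 each). The difference of Nfia also depended on replicate 2 of control cells at day 0. Without that sample it was 1.37, which is under 3-fold. For Cidea, Myog and Myl4, these tests leave open a change of the effect during differentiation, as a hypothesis.

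Forskolin was used in the paper for a few genes. Over the 12245 genes tested, it changed genes in each kind of cells. In control cells, 30 genes were called higher and 18 lower after forskolin treatment than at day 7 without it. In full-length NFIA-expressing cells, the counts were 73 and 18, and in Δpro#3 mutant-expressing cells they were 56 and 16. After median-ratio scaling, 51, 106 and 71 genes were called in control, full-length NFIA-expressing and Δpro#3 mutant-expressing cells, and after thinning to equal depth, 47, 95 and 79 genes. Thinning makes the counting noise of the libraries equal and leaves the expected FPKM as it is, so throughout this part it tests only whether calls rest on unequal noise. Of the 4 splits of the 6 samples that part every pair of the same replicate number, 1 gave as many genes in each kind of cells, which was the real split. It gave 48 genes in control, 91 in full-length NFIA-expressing and 72 in Δpro#3 mutant-expressing cells, and every other of these splits gave 0. With 4 splits the share is never under 0.25, so the share itself decides nothing. Every other split mixes samples of both groups, so any difference that follows the labels, whatever its source, adds to its spread. The 0 genes there therefore do not decide on the source of these responses. Splits that leave both samples of a replicate number in the same group were not used here.

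The response to forskolin differed between the kinds of cells. Without the 3-fold threshold, the difference between full-length NFIA-expressing and control cells had a limma adjusted p-value under 0.05 for 3752 genes. That between Δpro#3 mutant-expressing and full-length NFIA-expressing cells had one for 2652 genes. With the 3-fold threshold, the first difference was called higher for 48 and lower for 22 genes, and the second for 23 and 22 genes. With the replicate number as a block and no fold threshold, the numbers were 3748 and 2651 genes. After median-ratio scaling they were 3399 and 2314 genes, and after thinning 3103 and 2172 genes. Of the 4 splits that part every pair of the same replicate number, 1 gave as many genes for either difference, which was the real split. The share is again never under 0.25 and decides nothing. In this test, the real split gave 3326 and 1932 genes, and the highest number in any other split was 1 and 0. The other splits again mix samples of both groups, so low numbers in them do not decide on the source of the differences.

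The 3 largest differences past the thresholds between full-length NFIA-expressing and control cells, on the log2 scale, were those of Fgl2 (5.28, limma adjusted p = 1.45e-10), Alpl (4.05, limma adjusted p = 2.24e-11) and Nr4a3 (3.56, limma adjusted p = 6.16e-11). Between Δpro#3 mutant-expressing and full-length NFIA-expressing cells they were those of Nr4a3 (-3.53, limma adjusted p = 1.09e-10), Tdo2 (-2.94, limma adjusted p = 1.46e-10) and S100a8 (2.86, limma adjusted p = 6.49e-05). Each had its direction in 3 of 3 replicate numbers. From day 7 without to day 7 with forskolin, the mean FPKM of Nr4a3 went from 5.15 to 10.9 in control, from 1.17 to 48.4 in full-length NFIA-expressing and from 2.02 to 4.97 in Δpro#3 mutant-expressing cells (n = 3 each). That of S100a8 went from 78.0 to 126 in full-length NFIA-expressing and from 3.70 to 51.8 in Δpro#3 mutant-expressing cells (n = 3 each). Since these genes were chosen as the largest, their tests are no independent check. The 6 differences were past the thresholds after median-ratio scaling (6 of 6), after thinning to equal depth (6 of 6) and with a pseudocount of 0.1, where low values would have shown (6 of 6). A response to forskolin that depends on the construct is left open by these tests, as a hypothesis.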

How the results depend on the processing

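The numbers of genes depended on the treatment of low values, and the directions of lists and named genes were kept apart from those named below. Fitting a replicate block, fitting no trend, using only the 2 groups compared, applying no filter and median-ratio scaling each left the 18 counts of called genes within 1.5 times. Where a value changed, the cause was not tested. Limma-voom and the clustering of the genes over 3-fold between single samples were added after seeing the data. Median-ratio scaling moved the median gene after forskolin treatment by 0.17 log2 for full-length NFIA against control cells and by -0.12 for the Δpro#3 mutant against full-length NFIA. At the other time points it moved it by less than 0.1.

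With a pseudocount of 0.1 in place of 1, the genes called higher and lower at day 0 rose from 298 to 558 and from 336 to 524 with full-length NFIA against control cells, from 104 to 278 and from 160 to 275 with the Δpro#3 mutant, and from 112 to 293 and from 136 to 247 for the mutant against full-length NFIA. At day 7, they rose from 407 to 703 lower with full-length NFIA, from 115 to 278 higher and from 62 to 139 lower with the mutant, and from 320 to 542 higher for the mutant against full-length NFIA. After forskolin treatment, they rose from 457 to 755 lower, from 105 to 233 higher and from 83 to 167 lower, and from 350 to 612 higher in the same order. The response to forskolin rose from 30 to 49 and from 18 to 38 genes in control, from 73 to 116 and from 18 to 68 in full-length NFIA-expressing and from 56 to 89 and from 16 to 61 in Δpro#3 mutant-expressing cells. The genes over 3-fold rose from 736 to 1834 at day 0 and from 1172 to 2601 at day 7.

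Limma-voom, added after seeing the data, gave 592 and 539 genes called higher and lower at day 0 with full-length NFIA, 334 and 287 with the mutant, and 319 and 268 for the mutant against full-length NFIA. It gave 750 lower with full-length NFIA, 322 higher and 157 lower with the mutant and 590 higher for the mutant against full-length NFIA at day 7, and 795, 268, 197 and 661 after forskolin treatment in the same order. For the response to forskolin, it gave 65 and 46 genes in control, 121 and 98 in full-length NFIA-expressing and 100 and 85 in Δpro#3 mutant-expressing cells.

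A minimum mean FPKM of 5 in place of 0.5 lowered the counts at day 0 to 198 higher and 203 lower with full-length NFIA, to 93 lower with the mutant and to 78 lower for the mutant against full-length NFIA. It gave 41 genes lower with the mutant at day 7, 11 genes lower after forskolin in control cells and 11 in full-length NFIA-expressing cells, and 460 genes over 3-fold at day 0.

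The part of the response kept with the mutant among genes raised by full-length NFIA at day 0 moved from 0.384 to 0.476 with the pseudocount and to 0.476 with the minimum of 5, and among genes lowered from 0.614 to 0.518 and 0.558, and to 0.612 with median-ratio scaling. Among genes lowered at day 7, it moved from 0.234 to 0.204 with scaling and 0.195 with the minimum. After forskolin treatment, it moved from 0.144 to 0.207 with the pseudocount and 0.190 with the minimum among genes raised, and from 0.271 to 0.240 with the minimum among genes lowered.

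The clusters A to F held 139, 155, 39, 325, 9 and 69 genes and depended on the method. Average linkage gave 297, 52 and 1 genes for A, B and C. Clustering of log2(FPKM + 1) gave 21, 286, 95, 238 and 45 genes for A, B, D, E and F, and the nearest pattern 235, 80, 74, 257 and 36. Median-ratio scaling gave 7, 271, 72, 17 and 44 genes for A, B, C, E and F. Clustering of the genes over 3-fold between single samples, added after seeing the data, gave 8, 407, 100, 121, 341 and 9 genes.

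Each fit that left out 1 of the samples kept the 18 counts of called genes within 1.5 times. Across 9 fits at day 0, the higher and lower counts ranged from 298 to 314 and from 334 to 343 with full-length NFIA, from 97 to 111 and from 157 to 168 with the mutant, and from 110 to 116 and from 134 to 138 for the mutant against full-length NFIA. The ranges at day 7 were 583 to 615 and 387 to 418, 98 to 125 and 60 to 68, and 307 to 330 and 436 to 478. After forskolin treatment they were 504 to 522 and 451 to 472, 105 to 110 and 75 to 86, and 340 to 357 and 391 to 401. The kept part of the response ranged from 0.376 to 0.398 and from 0.609 to 0.619 at day 0, from 0.146 to 0.205 and from 0.220 to 0.240 at day 7, and from 0.132 to 0.159 and from 0.260 to 0.281 after forskolin treatment, for genes raised and lowered. Genes over 3-fold ranged from 734 to 758 and from 1135 to 1192, and clusters A to F from 7 to 291, 28 to 298, 35 to 70, 235 to 332, 9 to 24 and 29 to 99. Across 18 fits, the response to forskolin ranged from 25 to 33 and 18 to 20 genes in control, 73 to 76 and 18 to 21 in full-length NFIA-expressing and 56 to 62 and 12 to 26 in Δpro#3 mutant-expressing cells, and the differences in response from 3061 to 3979 and from 2056 to 2801 genes.

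Some lists with medians near 0 reversed. The adipocyte list for the mutant against full-length NFIA at day 0 (-0.018) was 0.0047 with no filter, 0.014 without full-length NFIA replicate 1 and 0.0090 without mutant replicate 2, over a range from -0.026 to 0.014. The chemotaxis list with the mutant at day 7 (0.10) was -0.098 without full-length NFIA replicate 2 or 3, -0.069 without mutant replicate 1 and -0.041 without mutant replicate 2, over a range from -0.098 to 0.15. The cell cycle list at day 7 was -0.13 (from 0.057, up to 0.18) with full-length NFIA and 0.13 (from -0.024, down to -0.13) for the mutant against it without full-length NFIA replicate 3. That list was also 0.014 for the mutant against full-length NFIA without mutant replicate 2, and -0.057 (from 0.032, up to 0.12) with the mutant without mutant replicate 3. After forskolin treatment, it changed from -0.013 to 0.099 with full-length NFIA after scaling and to 0.13 without full-length NFIA replicate 3, with a lowest value of -0.089. For single genes, Nfix with the mutant at day 7 (-0.013) was 0.045 after scaling, 0.0043 without control replicate 3 and 0.076 without mutant replicate 3, over a range from -0.059 to 0.076. Ppargc1a (-0.032) was 0.027 without control replicate 2 and 0.0052 without mutant replicate 1, over a range from -0.078 to 0.027.

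The adipocyte list newly passed the threshold in 4 cases that leave out 1 sample. Across the 9 fits, its median at day 0 ranged from 0.36 to 0.39 with full-length NFIA and from 0.53 to 0.60 with the mutant, and after forskolin treatment from 2.68 to 2.78 with full-length NFIA and from -2.68 to -2.43 for the mutant against it. Without a sample, 390 cases of the lists were unchanged, 11 reversed and 4 stronger, and under the other alternatives 2 reversed and the rest were unchanged. Among the named genes, 312 cases under other alternatives were unchanged, 3 weaker, 2 stronger and 1 reversed, and without a sample 1114 were unchanged, 5 weaker, 2 stronger and 4 reversed. Cidea with the mutant at day 7 passed the threshold with a pseudocount of 0.1 (-0.85, limma adjusted p = 0.0420), as it did after forskolin treatment (-0.66, limma adjusted p = 0.0243). Myf5 with the mutant after forskolin treatment no longer did (0.50, limma adjusted p = 0.0672). Myf5 also missed the threshold there without control replicate 1 (0.46, limma adjusted p = 0.0696) or 3 (0.47, limma adjusted p = 0.0657). The same held without mutant replicate 2 (0.42, limma adjusted p = 0.0798) or 3 (0.49, limma adjusted p = 0.0574). Without control replicate 1, Myod1 with the mutant at day 0 passed it (-0.11, limma adjusted p = 0.0289), as did Fabp4 after forskolin treatment without mutant replicate 2 (1.00, limma adjusted p = 0.0353). For expression relative to day 7 control, 123 cases moved by less than the spread between replicates and 39 by more, and without a sample 431 and 28. Depth limits the precision of Gm45923 at day 7, which rested on 6 fragments with full-length NFIA and 15 with the mutant, and of Ucp1 with the mutant after forskolin treatment, which rested on 30.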

Differences from the paper's values

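For 93 group means of FPKM that the paper's supplementary data also give, the values did not differ from the paper's, and the replicate values were identical. The sizes of 5 of the 6 clusters at day 0 differed from the paper's by more than 1.5 times. The letters were given to the clusters 1 to 1, and by themselves the mean profiles of the clusters called B, C, D and F were nearest to the patterns of clusters A, B, E and C.

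Cluster A held 139 genes against the paper's 322. Of the alternatives set before the data were examined, average linkage gave 297 and the nearest pattern 235, within 1.5 times of the paper's count, as did 4 of the 9 fits that left out 1 sample (7 to 291 genes), while clustering of log2(FPKM + 1) and median-ratio scaling did not. Cluster B held 155 genes against the paper's 85. The nearest pattern gave 80 genes, within 1.5 times of the paper's count, as did 5 of the 9 fits that left out 1 sample (28 to 298 genes), while average linkage, clustering of log2(FPKM + 1) and median-ratio scaling did not. Cluster C held 39 genes against the paper's about 100, read by eye from Fig. 4A. Median-ratio scaling gave 72 genes, within 1.5 times of it, as did 1 of the 9 fits that left out 1 sample (35 to 70 genes). The remaining alternatives set before the data were examined (average linkage, clustering of log2(FPKM + 1) and the nearest pattern) did not. Clustering of the genes over 3-fold between single samples, which was chosen after seeing the values, gave 100 genes for cluster C. For clusters A and B it gave 8 and 407 genes, not within 1.5 times of the paper's counts.

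Cluster D held 325 genes against the paper's 115. Clustering of log2(FPKM + 1) gave 95 genes, within 1.5 times of the paper's count, and the genes over 3-fold between single samples, chosen after seeing the values, gave 121. Average linkage, the nearest pattern, median-ratio scaling and the 9 fits that left out 1 sample (235 to 332 genes) did not come within 1.5 times. Cluster E held 9 genes against the paper's 267. Clustering of log2(FPKM + 1) gave 238 genes and the nearest pattern 257, within 1.5 times of the paper's count, and the genes over 3-fold between single samples, chosen after seeing the values, gave 341. Average linkage, median-ratio scaling and the 9 fits that left out 1 sample (9 to 24 genes) did not.

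The numbers of genes over 3-fold were 736 at day 0 against the paper's 980 and 1172 at day 7 against the paper's 1628, which is within 1.5 times in both cases. A setting that reached higher numbers was the highest over the lowest sample in place of group means, an alternative set before the data were examined, with 986 genes at day 0 and 1698 at day 7.

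Some statements of the paper differ from some of the values here. The heat map of Fig. 4A draws cluster C as raised by the Δpro#3 mutant and not by full-length NFIA. Here the cluster called C had a median log2 fold change of 1.62 with full-length NFIA. By itself, that cluster is nearest to the pattern of cluster B. The cluster called F is nearest to the pattern of cluster C. It had medians of -1.11 with full-length NFIA and 0.86 with the mutant, which goes with the drawing. The 54 genes nearest to that pattern (0.54 with full-length NFIA) were chosen by it, so they cannot count against it. Of the 41 genes called with the Δpro#3 mutant only, 34 also rose with full-length NFIA at a limma adjusted p under 0.05. In that comparison, 8873 of the 12105 genes tested passed this threshold. Compared directly with full-length NFIA, 12 of the 41 passed the 3-fold threshold. For day 7, the paper relates a cluster of genes lowered by both constructs to muscle by its GO terms, and that clustering was not repeated here. With the Δpro#3 mutant, Myog, Myl4, Myh8 and Myod1, which the paper names, were lower than in control cells at day 7. Their log2 fold changes were -1.41, -0.55, -0.52 and -0.82. The hand-written muscle list is another set of genes. Its median with the Δpro#3 mutant was -0.17, with 43 of 71 genes lower, and 2 of the 49 genes called lower with both constructs were on it. After forskolin treatment, the median was -0.39, with 56 of 71 genes lower, and 5 of the 56 genes called lower with both constructs were on the list. At day 0, the paper's RT-qPCR gives Myod1 as 0.443 ± 0.0525 (the paper's SEM) of control cells with the Δpro#3 mutant, and here Myod1 had 43.7 ± 2.57 FPKM in control and 41.7 ± 1.498 FPKM in Δpro#3 mutant-expressing cells (SD, n = 3 each). The log2 fold change was -0.066 (limma adjusted p = 0.219), and -0.11 (limma adjusted p = 0.0289) without control replicate 1. The 2 measures are not on the same scale, since the RT-qPCR is relative to Rplp0 and the FPKM are not. At day 0, the mean FPKM of Rplp0 with the mutant was 1.21 times that in control cells (limma adjusted p = 0.000233).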

Other observations

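Of the tests in this part, those of carried-over RNA, of Nfix and of scaling for the gene lists were chosen only after the results had been seen.

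The number of genes called was compared with splits of the 6 samples that part every pair of the same replicate number. At each time point and for each comparison of groups, 1 of the 4 splits gave as many genes, and this was the real split. At day 0, the real split gave 634 genes with full-length NFIA, 264 with the Δpro#3 mutant and 248 for the mutant against full-length NFIA. The numbers were 1007, 177 and 776 at day 7 and 972, 188 and 751 after forskolin treatment. Every other of these splits gave 0 genes. The medians of the gene lists were compared in the same way. In 1 of the 4 splits the median was as far from 0 for the muscle list with either construct at day 0, day 7 and after forskolin treatment, the cell cycle list with either construct and the chemotaxis list with the mutant at day 0, and the adipocyte list in 3 comparisons and the interferon list with the mutant at day 7. For the chemotaxis list with full-length NFIA at day 0 it was as far in 3 of the 4 splits. Splits that leave both samples of a replicate number in the same group were not used. Since a share under 0.25 is not possible here, the share cannot decide between these results and a grouping of the samples. For the numbers of genes called, every other split mixes samples of both groups. Any difference that follows the labels, whatever its source, then adds to the spread, so the 0 genes in those splits do not decide either. The muscle list with full-length NFIA at day 0 had a median 3.06 from 0, against at most 1.07 in the other splits. With the mutant at day 7 it was 0.169 against 0.121. The lists differ in this way, so no conclusion is drawn for them.

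Nfia was higher in replicate 2 of control cells at day 0 than in the other 2 control samples, by 2.83% of its level in full-length NFIA-expressing and 1.68% of that in Δpro#3 mutant-expressing cells, each level counted above those other samples. RNA or reads of other cells in this sample would raise genes specific to them by the same share. Over 29 genes specific to full-length NFIA-expressing cells, the median share was 0.707%, which is less than needed. Over 3 genes specific to Δpro#3 mutant-expressing cells, it was 1.88% (quartiles 1.19% and 2.41%), so carry-over from these cells is a candidate explanation that rests on 3 genes. Fabp4 was higher in replicate 1 of Δpro#3 mutant-expressing cells at day 7 than in the other 2, by 9.87% of its level in full-length NFIA-expressing cells, against a median share of 2.20% over 61 genes (quartiles 0.487% and 5.14%), so carry-over does not account for it. At day 0, Fabp4 in replicate 1 of Δpro#3 mutant-expressing cells exceeded replicate 2 by 0.0606% of its level in full-length NFIA-expressing cells at day 7, against a median share of 0.0365% over 129 genes (quartiles -0.116% and 0.175%), which leaves carry-over undecided. No biological explanation of these differences between replicates was tested.

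Nfix was higher in full-length NFIA-expressing than in control cells at day 7. If reads of the introduced Nfia had been assigned to Nfix, Δpro#3 mutant-expressing cells would have shown a difference of 30.4 FPKM, and the observed difference was -0.102 FPKM. Gm45923 fell more than Myod1 at day 7. With a fall like that of Myod1, 16.6 fragments were expected in full-length NFIA-expressing cells and 6 were seen (exact binomial p = 0.0132), and 34.3 were expected in Δpro#3 mutant-expressing cells and 15 seen (exact binomial p = 0.00378). These p-values compare pooled libraries and take no account of the spread between replicates.

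The cell cycle list was higher in full-length NFIA-expressing than in control cells at day 0, with a median of 1.35 and 35 of 35 genes higher, but its camera adjusted p was 0.0927 and fails the correction. The median was 1.34 after median-ratio scaling, 1.33 after thinning, 1.34 relative to genes of like length and 1.30 relative to genes of like GC content, so genes of like length or GC content did not share the difference. Scaling hardly moved it. Thinning leaves the expected FPKM as it is, so it tests only unequal counting noise. Replicate 3 of full-length NFIA-expressing cells had 11323688 fragments at day 0. Replicates 1 and 2 had 25630237 and 25233845, against 23722429 to 27230965 in control cells. Leaving out each sample in turn kept the median between 1.33 and 1.37, which argues against depth as its cause. The median of the list with the Δpro#3 mutant was 0.29 (31 of 35 genes higher, camera adjusted p = 0.378). For the mutant against full-length NFIA it was -1.08 (35 of 35 genes lower, camera adjusted p = 0.0867). The muscle list changed less with the Δpro#3 mutant at day 7 than at day 0. The median difference of the effects was 1.58, with 60 of 70 genes in this direction (camera adjusted p = 0.160), which fails the correction over the 5 lists and 2 constructs. It was 1.65 after scaling, 1.62 relative to genes of like length and 1.61 relative to genes of like GC content. With every library thinned to the same depth it was 1.60, which argues against unequal counting noise as its cause. Thinning leaves the expected FPKM as it is, so it tests no other effect of depth. For full-length NFIA, the difference was 2.54 for the adipocyte list (40 of 45 genes, camera adjusted p = 0.396) and -1.28 for the cell cycle list (35 of 35 genes, camera adjusted p = 0.561). Batches were not tested for any of these lists, since no label gives them.

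The interferon list was higher with the Δpro#3 mutant at day 7, with a median of 0.94 (27 of 27 genes, camera adjusted p = 0.393), and after forskolin treatment, with 0.68 (23 of 25 genes, camera adjusted p = 0.231), and fails the correction at both. In control, full-length NFIA-expressing and Δpro#3 mutant-expressing cells, mean FPKM of Myf5 was 28.5, 2.86 and 13.3 at day 0, 27.0, 3.74 and 37.3 at day 7 and 41.5, 2.62 and 58.8 after forskolin treatment (n = 3 each). For Klf5 it was 10.5, 1.06 and 2.51, then 21.7, 3.85 and 10.6, and 15.4, 1.98 and 7.62 (n = 3 each).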
